# A damaged genome’s transcriptional landscape through multilayered expression profiling around *in situ*-mapped DNA double-strand breaks

**DOI:** 10.1038/ncomms15656

**Published:** 2017-05-31

**Authors:** Fabio Iannelli, Alessandro Galbiati, Ilaria Capozzo, Quan Nguyen, Brian Magnuson, Flavia Michelini, Giuseppina D’Alessandro, Matteo Cabrini, Marco Roncador, Sofia Francia, Nicola Crosetto, Mats Ljungman, Piero Carninci, Fabrizio d’Adda di Fagagna

## Abstract

Of the many types of DNA damage, DNA double-strand breaks (DSBs) are probably the most deleterious. Mounting evidence points to an intricate relationship between DSBs and transcription. A cell system in which the impact on transcription can be investigated at precisely mapped genomic DSBs is essential to study this relationship. Here in a human cell line, we map genome-wide and at high resolution the DSBs induced by a restriction enzyme, and we characterize their impact on gene expression by four independent approaches by monitoring steady-state RNA levels, rates of RNA synthesis, transcription initiation and RNA polymerase II elongation. We consistently observe transcriptional repression in proximity to DSBs. Downregulation of transcription depends on ATM kinase activity and on the distance from the DSB. Our study couples for the first time, to the best of our knowledge, high-resolution mapping of DSBs with multilayered transcriptomics to dissect the events shaping gene expression after DSB induction at multiple endogenous sites.

## Abstract (web summary)

DNA double strand breaks (DSBs) are among the most deleterious types of damage and there is strong evidence indicating a relationship between breaks and transcription. Here the authors provide a high-resolution, genome-wide map of induced DSBs and observe ATM-dependent transcriptional repression.

The DNA damage response (DDR) is a complex signalling cascade that coordinates cellular DNA-repair activities following DNA-damage detection, while transiently arresting cell cycle progression until lesions have been fully removed^1^. DNA damage in the form of a DNA double-strand break (DSB) is sensed by specialized sensor complexes that recruit and activate at the site of damage three members of the phosphatidylinositol 3-kinase-related kinase family: ataxia-telangiectasia mutated (ATM), ataxia-telangiectasia and Rad3-related and DNA-dependent protein kinase (DNA-PK). These proteins are responsible for the phosphorylation at Ser139 of the histone variant H2AX, known as *γ*H2AX, a key step in the DDR cascade, with ATM being the primary kinase responsible for this modification upon DSB and working redundantly with DNA-PK.

The DDR ultimately alters gene expression via multiple transcriptional pathways that are engaged to promote cell cycle arrest and DNA repair events^2^. Interestingly, activation of the DDR is emerging as a key factor also regulating transcriptional events at the site of DNA damage^3^. DDR activation has been recently shown to be involved in the suppression of transcription of damaged transcriptional units or adjacent to DSBs in mammalian cells^4^,^5^,^6^. Although this phenomenon deserves further investigation, important links have already been discovered between transcriptional silencing and the DDR kinases ATM and DNA-PK. Notably, inhibition of ATM or DNA-PK has been reported to restore pre-existing transcription in the presence of a DSB^4^,^5^, suggesting that the observed repressive response is not due to the lesion *per se*, but it is actively regulated by the DDR pathways.

A cluster of DSBs induced by the FokI endonuclease has been reported to repress transcription of a distal artificial reporter gene in *cis* in an ATM-dependent manner^5^. In contrast, the generation of individual DNA breaks within specific genes (*DAB1* and *RYR2*) by I-PpoI endonuclease does not seem to affect the transcription of neighbouring transcriptional units, whereas inhibiting transcription of the specific DSB-carrying gene in a DNA-PK-dependent manner^4^. The observation that DSBs within, but not adjacent to, transcriptional units may inhibit transcription is consistent with seemingly unaltered presence of RNA polymerase II (RNAPII) within DSB-induced γH2AX-containing chromatin regions^7^. Finally, a recent study based on RNA sequencing (RNA-seq) in a mouse model that allows controlled DSB formation by I-PpoI endonuclease, an enzyme that induces DSBs mainly in ribosomal genes, thus in a repetitive cluster, showed transient, and ATM- and DNA-PK-dependent transcriptional repression of genes proximal to the breaks^6^.

However, the impact of DSBs on the different mechanisms of transcription regulation, such as the rates of RNA synthesis and transcription initiation events, has, to our knowledge, never been reported.

The impact of DSB on transcription is further compounded by recent reports demonstrating the induction, rather than the suppression, of transcription. Indeed, short non-coding RNAs have been reported to be generated at DSBs and involved in DDR activation and DNA repair, and were thus named DDR RNAs (DDRNAs)^8^ and DSB-induced RNAs^9^. The detection of DDRNAs with the sequence of the DNA adjacent to the DSB site, and the participation of DICER and DROSHA endoribonucleases to their biogenesis, strongly suggests the presence of transcription near the DSB to allow the synthesis of a longer precursor RNA^10^.

Thus, the relationship between DNA damage and transcription appears to be more complicated than expected and an approach inspecting physiological DSBs distributed genome-wide would be desirable.

Here we assessed the transcriptional landscape near sites of DNA damage by high-resolution genome-wide mapping of DSBs coupled with transcriptome profiling in the human cell line DIvA (*Asi*SI-ER-U20S^7^), which stably expresses the fusion *Asi*SI-ER restriction enzyme. This system allows the inducible generation of DSBs at only a subset of predicted *Asi*SI recognition sites in the genome, thus providing a convenient internal reference made of uncut sites bearing the same sequence. Differently from other cell systems previously used^4^,^6^, *Asi*SI recognition sites are broadly distributed among non-repetitive sequences of the genome.

Studying the transcriptional landscape around DSBs requires their precise genomic mapping. The most commonly used method to study DSB location, chromatin immunoprecipitation followed by genome-wide sequencing (ChIP-seq), has relevant drawbacks. It relies on the detection of DDR factors accumulating near DSBs as a proxy for DNA damage and it is known that DDR factors recruitment to DNA lesions can be impaired by the chromatin structure^11^,^12^,^13^. Moreover, phosphorylation of H2AX can spread up to 1 Mb away from a DSB, making the precise mapping of the DSB unattainable. The recent observation that multiple DSBs may associate within repair centres^14^ could affect the correct determination of the number of DDR foci and possibly also the mapping of DSB by ChIP-seq approaches based on DDR markers.

To accurately identify the DSBs induced by *Asi*SI, we applied our recently developed method for breaks labelling *in situ* and sequencing (BLISS)^15^. BLISS greatly expands the quantitative nature, sensitivity and versatility of the original direct *in situ* breaks labelling, enrichment on streptavidin, and sequencing (BLESS) method for genome-wide direct DSB detection^16^ and its recent modifications^17^,^18^, by allowing direct labelling and amplification of DSB ends *in situ*. In addition, to independently assess *Asi*SI cut sites with an established and routinely used technology, we performed *γ*H2AX ChIP-seq experiments. By matching BLISS-detected *Asi*SI cut sites with those identified by ChIP-seq, we obtained a set of high-confidence DSBs confirmed by both technologies. Next, we took advantage of this precise genome-wide map of DSBs to study the impact of DNA damage on pre-existing transcription by profiling the transcriptional landscape of *Asi*SI-induced and uninduced cells. Transcription alterations after DNA damage induction may be determined by various biological mechanisms, including changes in transcription initiation, RNA synthesis, RNA elongation or all three together. To distinguish among these potential regulatory steps, we used a set of four independent genome-wide sequencing technologies: RNA-seq, Bru-seq (metabolic pulse-labelling of RNA with bromouridine (Bru) followed by sequencing), CAGE (cap-analysis of gene expression) and ChIP-seq of elongating RNAPII. RNA-seq allows the identification of differentially expressed genes, Bru-seq quantifies differential rates of RNA synthesis, CAGE maps transcription start activities and ChIP-seq shows the different levels of total and elongating RNAPII following DSB induction. The results obtained were independently validated by reverse-transcription quantitative PCR (RT–qPCR) at individual cut sites.

## Results

### Identification of *Asi*SI cut sites

We used DIvA, a human osteosarcoma cell line (U2OS) stably expressing the *Asi*SI-ER fusion protein where the AsiSI restriction enzyme is fused to a modified oestrogen receptor (ER) hormone-binding domain, which only binds to 4-hydroxy tamoxifen (4OHT)^7^. The addition of 4OHT to the cell culture growth medium induces the nuclear localization of *Asi*SI-ER, generating many sequence-specific DSBs at predictable genomic loci (Supplementary Fig. 1a–c).

To compute a map of *Asi*SI restriction sites present in the human genome, we performed an *in silico* digestion of the GRCh37/hg19 human genome assembly. We detected a total of 1,242 restriction sites: 1,219 mapped on reference chromosomes (0.5 cut sites per Mb on average, Supplementary Fig. 2a), whereas the remaining ones mapped on haplotype chromosomes and unplaced contigs of the hg19 assembly.

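The recognition sequence GCGATCGC, which reads the same on both strands, was searched for in the copy of the GRCh37 assembly used here. It occurred at 1222 positions, of which 1216 were on chromosomes 1 to 22, X and Y and 6 were on unplaced sequences. Haplotype chromosomes were not used here. The 24 chromosomes span 3096 Mb, which gives 0.393 predicted AsiSI sites per Mb, or 0.425 per Mb when undetermined bases are left out of the length. The number of predicted sites per Mb was highest on chromosome 19 (61 sites, 1.03 per Mb), followed by chromosome 22 (43 sites, 0.838 per Mb) and chromosome 17 (62 sites, 0.764 per Mb). It was lowest on chromosome Y (5 sites, 0.0842 per Mb), chromosome X (38 sites, 0.245 per Mb) and chromosome 13 (30 sites, 0.260 per Mb). These densities count undetermined bases in the length, and the ranks depend on that. Only 34894545 of the 51304566 bp of chromosome 22 are determined. Without undetermined bases its density is above that of chromosome 19. In the copy used here the pseudoautosomal sequence of chromosome Y is masked, and the matching part of chromosome X holds 3 predicted sites, which start at positions 199321, 1510671 and 1585384.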

To identify the *Asi*SI target sequences that were most efficiently cut upon translocation of the enzyme in the nucleus, we performed BLISS on *Asi*SI-induced and uninduced cells (Supplementary Fig. 1a). 

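BLISS ligates a sequencing linker to free DNA ends in fixed cells, so that each read starts at a break. It was carried out on DIvA cells, U2OS osteosarcoma cells in which 4OHT sends the AsiSI-ER fusion protein to the nucleus. There was 1 library of cells treated with 300 nM 4OHT for 4 h and 1 library of uninduced cells, without replicates. The authors mapped the reads to GRCh37/hg19 with BWA, removed duplicates, kept uniquely mapped reads that carried the linker barcode, and counted reads around each AsiSI site predicted in silico. They normalized these counts and ranked the sites by the ratio of induced to uninduced cells. The data analysed here are the resulting list of 214 sites, which gives the chromosome, the start and end and a name for each site. The list holds no read count, ratio or score, so the depth behind each site is unknown and no error can be set on any single site. The cut-off above which a site was called detected was not found in the paper's text. Every start in the list is the first base of the recognition sequence when counted from 1, and the listed end is the start plus 8. For the comparisons, each of the 1216 predicted sites was marked as listed or not listed and placed relative to the genes of GENCODE release 44 on GRCh37. The listed or predicted sites are the units of the tests, so the p-values describe this list and not the spread between experiments.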

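Windows of 100 bp on each side of neighbouring sites share sequence when the sites lie within 200 bp of each other, and a read in the shared part belongs to both windows. This was the case for 5 of the 214 listed sites. A group of 3 sites on chromosome 10 starts at 133928701, 133928736 and 133928771, with 35 bp from each start to the next, with the last of them 71674 bp from the nearest protein-coding TSS, that of DPYSL4. On chromosome 19 the sites that start at 2455992 and 2456093 are 101 bp apart, and another listed site follows 502 bp further on at 2456595, 355 bp from the TSS of LMNB2. The next closest pair of listed sites, on chromosome 1 at 9649445 and 9711865, is 62420 bp apart. With 1 site kept of each group of sites less than 10 kb apart, 210 sites remained.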

We focused on windows of ±100 bp surrounding an *Asi*SI recognition site and applied a normalization procedure of the number of reads surrounding these windows in induced and uninduced samples, to rank the cutting efficiency at individual *Asi*SI sites (see Methods). 

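The list held 214 distinct positions, and GCGATCGC was found in GRCh37 at every one of them. They make up 17.6% of the 1216 predicted AsiSI sites (95% Wilson interval 15.6 to 19.8%), which leaves 1002 predicted sites off the list. The interval covers counting error only. Listed sites were present on 23 chromosomes, at 0.0691 sites per Mb of the genome. None of the 5 predicted sites on chromosome Y was listed (upper limit of the 95% Wilson interval 43.4%). Whether these cells carry chromosome Y was not analysed here. Without it none of the 5 sites could be listed, so no listing rate is drawn from them. They stay among the 1216 predicted sites and the 1002 off the list.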

We detected 214 *Asi*SI sites ranked on the basis of read enrichment in induced cells with respect to uninduced cells (Supplementary Table 1). Among these, we identified as efficiently cut 113 *Asi*SI never reported before in previous publications employing this cell system^18^.

To independently validate our BLISS data, we performed ChIP-seq for γH2AX in induced and uninduced DIvA cells to evaluate the efficiency of DSB induction and DDR activation at each *Asi*SI site. As expected, γH2AX showed a typical pattern^7^, with wide spreading away from the DSBs (∼1–2 Mb) and a signal dip near (∼1 Kb) the expected cut sites, presumably reflecting reduced nucleosome occupancy. We determined the subset of the 100 most efficiently cleaved *Asi*SI sites in the genome on the basis of γH2AX enrichment around the DSB (Supplementary Fig. 2b). We then performed an intersection of the 214 *Asi*SI sites detected by BLISS with those ranked among the top 100 cut sites detected by γH2AX ChIP-seq experiments. Out of the 214 *Asi*SI sites identified by BLISS, 74 were also present in γH2AX ChIP-seq data among the 100 most cleaved (Supplementary Table 1 and Supplementary Fig. 3a). Additional analyses of the 26 sites detected only by γH2AX ChIP-seq suggested they might be poorly cut and thus borderline affected in different experiments (see Supplementary Information for details and Supplementary Fig. 3). To further assess the sensitivity and specificity of BLISS in detecting *Asi*SI cut sites, we compared our results with those previously reported for the 18 *Asi*SI sites detected in DIvA cells by ligation-mediated qPCR: 15 *Asi*SI-induced DSBs (positive controls) and 3 uncut *Asi*SI sites (negative controls)^7^,^19^,^20^. In addition, we performed an independent experiment using the previously published method BLESS^16^. As shown in Fig. 1a and Supplementary Table 2, BLISS was able to detect all the 15 positive control sites tested and none of the negative control ones, demonstrating the high sensitivity and specificity of this method, superior to the BLESS method and to other approaches based on BLESS^18^ (Fig. 1a).

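Each of the 18 control positions coincides with the first base of a predicted AsiSI site. All 15 positive control sites were on the list, each at a distance of 0 bp from a listed start (100% of the sites, lower limit of the 95% Wilson interval 79.6%). None of the 3 negative control sites was listed (upper limit 56.1%), and the nearest listed site was between 3234022 and 11050358 bp away from them. Listing differed between positive and negative controls (Fisher's exact test, two-sided, p = 0.00123). The counts were the same when the control position had to lie inside the listed interval and when a match within 1 kb was allowed. From the detection of all positive and no negative control sites, the paper concludes that BLISS is highly sensitive and specific. BLESS data were not analysed here.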

Next, we characterized the entire set of the 214 cut sites detected by BLISS. First, we analysed the genome-wide distribution of the cut *Asi*SI sites. 

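Over chromosomes 1 to 22 and X, the number of listed sites per chromosome was compared with the number expected from chromosome length and with the number expected from the predicted AsiSI sites. The counts departed from chromosome length (chi-square statistic 47.7, Monte Carlo test with 100000 draws, p = 0.00157). Chromosome 19 carried 13 listed sites against 4.17 expected from its length (two-sided binomial test, p = 0.000673, Benjamini-Hochberg adjusted over 23 chromosomes p = 0.0155), and chromosome 17 carried 14 against 5.72 (p = 0.00411, adjusted p = 0.0473). Without chromosome 19 the departure from length was no longer past 0.05 (chi-square statistic 29.9, p = 0.0922). Relative to the predicted sites no departure was detectable (chi-square statistic 17.4, Monte Carlo test, p = 0.516). The density of listed sites was highest on chromosome 19, at 0.220 per Mb, where 21.3% of the 61 predicted sites were listed. Apart from chromosome Y it was lowest on chromosome 16, at 0.0111 per Mb, where 1 of 42 predicted sites was listed against 7.42 expected (exact hypergeometric test, two-sided, p = 0.00505, adjusted p = 0.116). The read coverage of the sites was not analysed here.

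**Figure D1:**
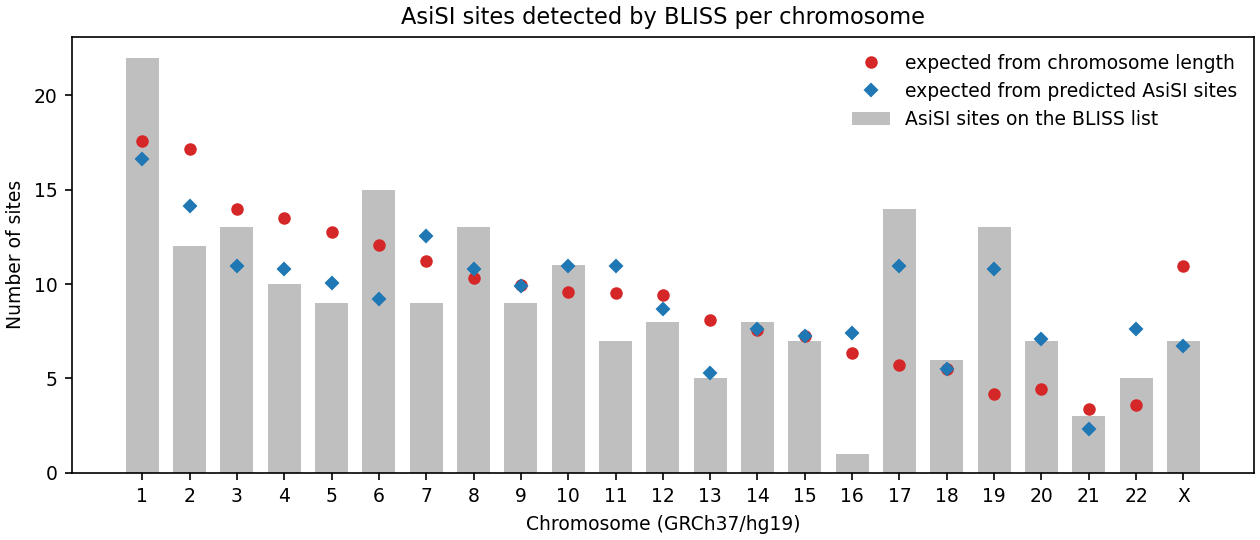
Number of listed AsiSI sites (y axis) on each chromosome of GRCh37/hg19 (x axis), as grey bars, with the number expected from chromosome length (red circles) and from predicted AsiSI sites (blue diamonds). The bars of chromosomes 17 and 19 (14 and 13 sites) lie well above the red circles and near the blue diamonds, and the bar of chromosome 16 (1 site) lies below both.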

As shown in Fig. 1b, these sites were equally distributed along the genome and the coverage of BLISS reads was almost uniform, underlying the absence of regions of the genome under- or over-represented because of sequence-dependent coverage variations or sequencing errors. Second, we investigated the abundance of *Asi*SI sites across gene bodies, that is, from transcription start sites (TSSs) to transcription end sites—see Methods for details. To do this, we computed BLISS read density profiles of the 214 detected cut sites across gene bodies and observed that reads were enriched at TSSs, showing that the majority of detected cut *Asi*SI sites are located in proximity to TSS (Fig. 1c). This same feature was observed by plotting all predicted 1,219 *Asi*SI sites (Supplementary Fig. 4a), demonstrating that this is not a bias of the BLISS technique—the preference for *Asi*SI to cut close to TSS is likely to be due to the GC-rich sequence recognised by the enzyme (5′-GCGATCGC-3′), which is more abundant in proximity to TSS because of the higher number of CpG dinucleotides in mammalian promoter regions^21^. Moreover, detected cut sites are significantly enriched next to genes (178 out of 214 *Asi*SI sites, *P*<4e^−10^ binomial test, Supplementary Table 1), where chromatin tends to be more open and accessible to enzymatic activities. Indeed, such sites tend to lay in proximity to DNase I hypersensitive sites, regions of chromatin sensitive to cleavage by the DNase I enzyme that are characterized by open, accessible chromatin (Supplementary Fig. 4b). Thus, the fact that not all genomic sequences containing the *Asi*SI recognition sequence are detected as cut by BLISS is not surprising and it is consistent with ChIP followed by microarray hybridization and ChIP-seq results previously reported^7^,^19^.

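Of the 214 listed sites, 128 (59.8%, 95% Wilson interval 53.1 to 66.2%) were within 2 kb of the TSS of a protein-coding gene, taken as the 5′ end of the gene. Within these, 35 lay upstream of the nearest TSS and 93 downstream of it. This split depends on taking the gene's outermost annotated 5′ end as the TSS. A site downstream of that end can lie upstream of the gene's canonical transcript. At CYB561D1, for example, the site is 25 bp inside the gene body but 17 bp upstream of the canonical transcript. The median distance from a listed site to the nearest TSS was 921 bp, with quartiles at 250 and 21697 bp. Within 500 bp of a TSS there were 77 listed sites (36.0%) and within 5 kb there were 136 (63.6%). With all genes of the annotation in place of protein-coding genes, 151 listed sites (70.6%) were within 2 kb of a TSS.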

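Among the 1216 predicted AsiSI sites, 251 (20.6%) were within 2 kb of a protein-coding TSS. The same windows cover 2.54% of the determined bases of the genome, and the share of predicted sites was above it (two-sided binomial test, p = 2.31e-144). The share was also above that of the genome among the predicted sites that were not listed, with 123 of 1002 within 2 kb (12.3%, 95% Wilson interval 10.4 to 14.5%, binomial p = 5.68e-46). The share was higher in listed than in unlisted predicted sites (odds ratio 10.6, Fisher's exact test, two-sided, p = 4.91e-46). The paper proposes that cutting near TSSs is likely due to the GC-rich recognition sequence being more abundant there. Listed and unlisted sites all carry that sequence, so its abundance alone does not account for the difference between them. The paper also points to open chromatin next to genes, which was not analysed here. The median distance to the nearest TSS was 29710 bp in unlisted sites and 23882 bp over all predicted sites. The odds ratio was 7.50 with a limit of 5 kb (Fisher's exact test, p = 1.03e-36) and 14.3 with a limit of 500 bp. Of the predicted sites within 500 bp of a TSS, 67.0% were listed.

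**Figure D2:**
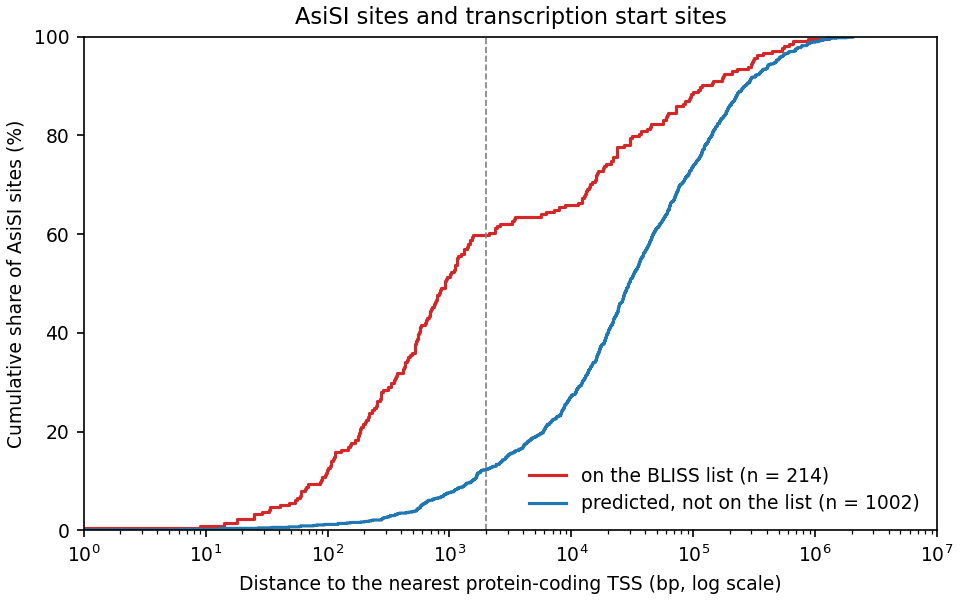
Cumulative share of AsiSI sites (y axis, percent) by distance to the nearest protein-coding TSS (x axis, bp, log scale), for the 214 listed sites (red) and the 1002 predicted sites not on the list (blue), with a dashed line at 2000 bp. At the dashed line the red curve stands at 59.8% and the blue curve at 12.3%.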

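Of the 214 listed sites, 179 (83.6%, 95% Wilson interval 78.1 to 88.0%) were within a protein-coding gene body or no more than 2 kb from one, against 811 of all 1216 predicted sites (66.7%). This difference was larger than counting error (two-sided binomial test against the share of predicted sites, p = 3.62e-08). The gene bodies with 2 kb on each side cover 47.6% of the determined bases of the genome. Since the predicted sites include the listed ones, the listed sites were also compared with the 1002 others, of which 632 (63.1%) were next to genes (odds ratio 2.99, Fisher's exact test, two-sided, p = 1.49e-09). The difference was smallest when sites had to lie within the gene body, where 149 listed sites (69.6%) stood against 736 predicted ones (60.5%, binomial p = 0.00632). Every site within 2 kb of a TSS also counts as next to a gene. Such sites made up 128 of the 179 listed and 123 of the 632 unlisted sites next to genes. The comparison therefore overlaps with that of sites near TSSs, and an enrichment next to genes away from TSSs was not tested. DNase I hypersensitive sites were not analysed here.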

We thus provide, to the best of our knowledge, the most extensive and specific list of DSBs induced by a restriction enzyme (AsiSI) in a human cell line reported up to now, a resource available for additional studies among interested scientists.

### DSB induction causes inhibition of nearby transcription

The precise mapping of *Asi*SI DSBs allowed us to study the effect of DSBs on the expression of genes near the induced DSBs. To this aim, we performed RNA-seq on uninduced and induced DIvA cells. We checked for evidence of alteration of RNA expression in proximity to all BLISS*-*detected *Asi*SI sites that were within or adjacent (±2 Kb) to gene bodies (178 out of 214 *Asi*SI sites, 196 genes; Supplementary Table 1). Coverage profile plots of the gene body provided evidence of downregulation of steady-state RNA as indicated by an overall reduction of reads per million mapped (RPM) values in induced cells with respect to uninduced ones (Fig. 2a). As a control, we analysed a data set of 597 genes overlapping or located in proximity (±2 Kb) to uncut *Asi*SI sites and observed no substantial difference between induced and uninduced cells, providing evidence that only cut sites are responsible for transcriptional repression (Fig. 2b).

To test for statistical significance and robustness of our observations, we profiled the gene expression of what we defined a gold standard data set of 75 genes overlapping or located in proximity (±2 Kb) to the *Asi*SI sites detected by both BLISS and γH2AX ChIP-seq (Supplementary Table 1), and of the rest of the human genes.

First, we compared differential expression (DE) values between induced and uninduced samples among defined categories of genes in bulk as cumulative distribution: those genes hit by or adjacent to (±2 Kb) one of the gold standard set of *Asi*SI sites and all other genes devoid of *Asi*SI site. As depicted in Fig. 2c, the distribution of the fold change of expression of cut genes is significantly shifted towards lower values with respect to the rest of the genes (*P*<0.05, Wilcoxon test), showing that induced DNA damage leads to downregulation of steady-state RNA levels. Interestingly, out of the genes overlapping or located in proximity to cut sites, the ones that showed no transcriptional alteration had lower BLISS read coverage per *Asi*SI site (Supplementary Fig. 4c), thus suggesting that these analyses may underestimate the downregulation effect of DSBs due to the lower cutting efficiency of the enzyme at particular genomic loci.

As an additional control, we compared the cumulative distribution of DE values of genes overlapping or located in proximity (±2 Kb) to uncut *Asi*SI sites with the distribution of the rest of human genes and we did not observe any significant downregulation, further confirming that only the cut sites are associated with repression of gene expression (Fig. 2d).

Finally, to independently validate with a different technique the results obtained so far, we designed primers in the gene body of 8 randomly selected genes and performed RT–qPCR experiments in three biological and three technical replicates. We observed a statistically significant downregulation of gene expression in all tested genes, thus independently validating the conclusions based on our computational analyses (Fig. 2e, *P*<0.05 Welch’s *t*-test).

### Transcription inhibition is independent from DSB location

The advantage of the system we used to generate DNA damage is that induced DSBs are evenly distributed throughout the genome (Fig. 1b). However, AsiSI sites are enriched next to TSS (Fig. 1c), increasing the possibility that a DSB could impair regulatory elements near the TSS. 

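Of the 214 listed sites, 52 had another listed site within 1 Mb on the same chromosome. When as many sites per chromosome were drawn at random from the predicted AsiSI sites, 41.9 sites on average had such a neighbour, and 95% of the draws gave between 28 and 57 (Monte Carlo permutation test with 100000 draws, two-sided, p = 0.196). No clustering beyond that of the predicted sites was detectable. The median distance between neighbouring listed sites was 8.21 Mb. Within 100 kb, 10 sites had a neighbour against 7.40 on average in the draws (Monte Carlo permutation test, p = 0.567).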

We thus investigated whether the transcription suppression observed in this system is only consequent to the potential disruption of promoter integrity and/or transcription factors binding, or if it is observed independently from the location of the DSB with respect to the transcriptional unit. To do this, we analysed two distinct subsets of DSBs: those located in the promoter region or in proximity to the TSS (that is, up to 2 Kbp upstream the TSS or in the 5′-untranslated region (UTR) exons) and those located in the rest of the transcribed region (that is, introns, coding exons or 3′-UTR exons). In both subgroups, we observed inhibition of transcription upon DSB induction, indicating that the presence of a DSB can inhibit transcription independently from its position relative to the gene (Supplementary Fig 5a,b). As a control, two distinct data sets of genes overlapping or adjacent (±2 Kb) to uncut *Asi*SI sites located in the promoter/TSS region or in the rest of the transcribed region, showed no substantial difference between induced and uninduced cells (Supplementary Fig. 5c,d).

In addition, to validate these conclusions, we induced a single DSB within the transcribed portion of a gene in two different cellular systems: (i) a human reporter cell line (DR-GFP U2OS) that allows for DSB generation 102 bp downstream of TSS via a doxycycline (Dox)-inducible I-SceI endonuclease^22^ and (ii) a mouse NIH3T3-derivative cell line also bearing the Lac-ISceI-Tet construct integrated in the genome^23^ in which we induced a single DSB targeting the *c-Myc* gene with a CRISPR-Cas9 approach (using two different RNA guides) in the last exon of *c-Myc*, located ∼280 bp upstream the 3′-UTR. Both approaches demonstrated that a DSB within a transcriptional unit inhibits the transcription of the respective gene (Supplementary Fig. 5e,f). Finally, as an additional control, a DSB induced in the NIH2/4 system by I-SceI endonuclease within an integrated construct (located away from the *c-Myc* gene locus) failed to downregulate *c-Myc*, demonstrating that the observed DSB-mediated *c-Myc* transcriptional repression is mediated in *cis* (Supplementary Fig. 5f).

### Transcription downregulation hinges on reduced RNA synthesis

The conclusions described so far were based on studies of steady-state RNA levels; thus, they did not allow to distinguish whether the observed downregulation of gene expression was due to alterations in the rate of transcription initiation or RNA synthesis. To analyse changes in transcription rates without the confounding influence of pre-existing steady-state RNA, we decided to study only the transcriptional events occurring post DSB induction by performing a time-course assay based on 30 min pulse-labelling of RNA with Bru-seq^24^. By this approach, Bru-labelled RNAs are specifically captured and sequenced to reveal differential rates of RNA synthesis in the genome. We thus checked the levels of RNA synthesis by 30 min labelling at four time points (30 min, 1, 2 and 4 h after DSB induction) and compared the levels of transcription at DSB sites detected by BLISS in induced cells versus uninduced cells. Among the four different time points investigated, we observed a maximal decrease in transcription at 4 h post induction (Fig. 3a). We thus focused on the DE between induced and uninduced cells at the 4 h time point and computed a coverage profile plot comparing the RPM of the two samples distributed along the gene bodies. These analyses revealed an overall reduction of transcription following DSB induction (Fig. 3b), thus showing that the decrease of RNA levels observed in steady-state RNA-seq experiments depends on reduced rates of RNA synthesis upon DSB induction.

### CAGE data show decreased TSS activity

We then focused our analyses on the effect of DSBs on transcription initiation. As the induced cut sites are enriched at TSS, we decided to map at single-nucleotide resolution the potential changes in transcription initiation activities upon *Asi*SI-induced DSB generation in both induced and uninduced cells and compare them. We performed CAGE, a technique that precisely maps and quantifies the steady-state abundance of the 5′-ends of RNA genome wide. We computed expression coverage profiles of the same set of 196 genes having an *Asi*SI site in their gene body or in their proximity (±2 Kb) as employed in RNA-seq analyses. We observed a clear downregulation of transcription initiation in induced versus uninduced cells, thus demonstrating that DSBs negatively affect TSS activity (Fig. 4a). In addition, to independently validate that downregulated genes are significantly enriched for induced DSBs, we performed clustering of CAGE-defined TSSs based on their expression profiles between induced and uninduced samples. This analysis revealed eight clusters that can be grouped in three major classes of TSS dynamics observed in the cell upon DSB generation: downregulated TSSs (Fig. 4b, green beanplots), upregulated TSSs (Fig. 4b, yellow beanplots) and nearly unchanged TSSs (Fig. 4b, grey beanplots). We thus calculated the number of cut AsiSI sites overlapping or proximal (up to ±2 Kb) to the TSSs belonging to the three major classes of TSS activities. Importantly, the first class (downregulated TSS activities in induced cells) was significantly enriched for cut *Asi*SI sites (*P*<0.05, Fisher’s exact test), confirming that the observed reduced transcription initiation rates are directly related to the presence of DSBs.

### Elongating RNAPII is reduced upon DSB induction

We then focused our analyses on the mechanism of transcriptional downregulation upon DSB induction. To use an independent approach, we mapped the levels of total and elongating (phosphorylated on serine 2) RNAPII by ChIP-seq, by the use of two different antibodies (see Methods). Despite unaltered levels of total RNAPII between induced and uninduced samples (Supplementary Fig. 6a,b), we observed a reduction of the elongating form of RNAPII comparing induced with uninduced samples (Supplementary Fig. 6c,d). These analyses revealed that DSB induction leads to reduction in the abundance of the elongating form of RNAPII at the DSB.

In sum our results from four independent approaches reveal that steady-state RNA levels are downregulated upon DSB induction, as determined by RNA-seq, and that this is the consequence of reduced transcription initiation, as demonstrated by CAGE analyses, and of reduced rates of RNA synthesis and elongation, as revealed by Bru-seq and RNAPII ChIP-seq experiments.

### Transcription inhibition depends on distance from the lesion

The coupling of a fine map of DSBs generated upon *Asi*SI induction with RNA-seq data allowed us to test whether the transcriptional downregulation observed was sensitive to the distance of the affected gene from the DSB. We therefore tested the impact of DSBs on genes at increasing distances from the DSB (namely up to 0.1, 1, 100 and 1 Mb) by measuring the fold change of their expression in induced and uninduced samples. We observed a decrease of downregulation of gene expression upon increasing genomic distance (Fig. 5a), with the genes at 1 Mb of distance detectably unaffected (Fig. 5b). A parallel analysis using constant bins of 200 Kb reached similar conclusions, indicating that bin size does not influence the result (Supplementary Fig. 7). These results indicate that DSBs reduce transcription of damaged genes or genes immediately adjacent to them, whereas they do not significantly cause direct impact on the expression of more distal genes.

### Transcription downregulation is ATM dependent

Our observation that transcription downregulation is inversely proportional to the increasing distance from the DSB raised an additional question, namely whether the observed downregulation is due to RNAPII activity being impeded by the presence of a DSB, or to the ensuing DDR. The latter was previously shown^5^ by the use of an integrated construct made of a reporter gene cloned downstream of a cluster of inducible DSBs. We thus asked whether ATM was involved in DSB-induced downregulation of transcription of endogenous genes in our genome-wide analysis of individual DSBs. We treated DIvA cells with a specific ATM kinase inhibitor (KU-60019) or its vehicle (dimethyl sulfoxide, DMSO) as a control, before DSB induction. As expected, ATM inhibition (ATMi) reduced *γ*H2AX accumulation (Supplementary Fig. 8a,b). We performed RNA-seq of DMSO-treated or ATMi-treated samples and observed the expected downregulation of transcription in DMSO-treated cells upon DSB induction (Fig. 6a), whereas this observed downregulation was prevented in ATMi-treated cells (Fig. 6b). RT–qPCR on eight randomly selected genes independently confirmed that ATM kinase activity is required for the transcriptional repression at individual genes (Fig. 6c). Thus, consistently with previous reports in an engineered construct^5^, we proved genome-wide and at endogenous genomic loci that ATM is involved in DSB-induced downregulation of transcription. Finally, to check whether ATM activity is required for transcriptional downregulation independently of the gene region where damage is induced, we investigated two distinct subsets of DSBs: those located upstream of a gene and those within the gene body. In both subsets, we observe DSB-induced downregulation. Importantly, downregulation was impaired in ATMi-treated cells (Supplementary Fig. 8c–f), indicating that ATM kinase activity is required to inhibit transcription also of those genes in which a DSB occurs within their transcriptional unit.

In conclusion, these results indicate that a DSB in the genome is not sufficient *per se*, to hinder RNAPII activity, but rather it initiates a signal transduction process depending on ATM kinase activity that inhibits transcription of the damaged gene and in the genes immediately adjacent to it.

## Discussion

The DNA damage field has recently benefited by novel technologies able to identify and map DSBs at single-nucleotide resolution^16^,^17^,^18^,^25^. A better understanding of the precise location of DSBs is critical to appreciate the dynamics of their impact on the genome (such as mutations and structural variations, recently described by genomic studies of various cancers) and on the transcriptome. Related to this, the increasing availability of approaches to study cellular RNA biology in a cell provides a perfect ally to couple the acquired knowledge on DNA damage generation with the study of the local and global transcriptional response.

Global alterations in gene expression, binding of transcription factors and activity of promoters and enhancers have been reported after DNA damage induction by ionizing radiation in breast cancer cells, thus regardless of the specific position of the DSBs^26^. Studies of the local transcriptional response to DNA damage instead showed apparently contradictory results, likely to be because of the study of different (exogenous versus endogenous) damaged genomic regions or of the different amounts and relative position of DSBs (cluster of DSBs in a single genomic locus versus individual DSBs across the genome)^4^,^5^,^7^.

Here we surveyed the impact of DSBs on pre-existing transcription, harnessing the power of next-generation sequencing and novel technologies to detect and localize on the genome at single-nucleotide resolution the DNA breaks generated in endogenous genomic regions and to characterize genome-wide the alterations of the transcriptional landscape.

In particular, we took advantage of BLISS, a novel nucleotide-resolution genome-wide DSB mapping technique that builds on our previously published method, BLESS^16^, providing higher sensitivity^15^. The coupling of BLISS with γH2AX ChIP-seq allowed us to further validate the presence and location of *Asi*SI cut sites. With our results we provide the most accurate and complete list of DSBs induced in a human cell line reported up to now, thus generating an important resource available for the scientific community for further studies.

By exploiting the ability to induce DSB at precisely mapped endogenous genomic sites, we studied the effects of DSBs on local transcription by examining differentially expressed genes by RNA-seq, rates of RNA synthesis by Bru-seq and transcription initiation by CAGE, and transcription elongation of RNAPII by ChIP-seq, and we validated these results by RT–qPCR. By means of these four independent techniques, we show that DSBs lead to the downregulation of steady-state RNA levels and they inhibit both RNA synthesis and transcription initiation and elongation events, unequivocally proving that the presence of a DSB in proximity to or within a transcribed region inhibits its transcription at several regulatory steps. Our results are in agreement with prior observations both in cultured cells and in an animal model reporting transcriptional repression in genes proximal to I-PpoI recognition sites, without however determining which sites were actually cut^6^.

Our observation that transcriptional repression is highest in proximity to the site of damage and decreases progressively away from it, suggests that the effect of DNA damage on transcription is spatially regulated. In agreement with previous reports^5^,^6^, we showed that this downregulation is dependent on ATM. However, although previously conclusions were drawn out of the study of exogenous loci upon induction of a cluster of DSBs^5^ or repetitive sequences without a precise mapping of the DSBs^6^, here we robustly showed that a single DSB within an endogenous and non-repetitive sequence is sufficient to trigger the downregulation of proximal or overlapping genes. This could be a mechanism of the cell to avoid the synthesis of defective transcripts that may prove dangerous for the cell. Interestingly, *Asi*SI breaks elicits a DDR response involving p53 (ref. 27).

By total RNAPII ChIP-seq experiments, we observed that RNAPII peaks often coincided with areas lacking γH2AX very close to the site of break (Supplementary Fig. 6e), as also previously reported^7^, showing that even if transcription is affected by DSBs, RNAPII can still be found in regions where the DDR signalling spreads. This is compatible with two different scenarios: a stalling of the elongating transcriptional machinery and/or a *de novo* transcription upon break. Interestingly, the latter is consistent with the biogenesis of novel DSB-dependent transcripts, which can in turn be processed into DDRNAs or DSB-induced RNAs, important for DDR foci formation and DNA repair^8^,^9^,^28^. Our recently developed target enrichment approach that allowed robust detection of low abundance DDRNAs at dysfunctional telomeres^28^ may be of use to inspect the synthesis and biogenesis of novel DSB-induced transcripts in a genomic context where pre-existing transcripts and/or pervasive transcription of the genome^29^ may blur the presence of newly synthesized RNA molecules at the site of break.

Finally, given the recent advances in next-generation sequencing technology and its reduced costs, we foresee that our approach will be applied to different systems such as DSB-prone conditions or cancer cells and set the basis for a high-resolution mapping of genome and transcriptome alterations induced by different sources of DNA damage.

## Methods

### Cell culture

DIvA (*Asi*SI-ER-U20S^7^) cells (kind gift from Gaëlle Legube) were cultured in DMEM medium (Gibco) without phenol red, supplemented with glutamine, pyruvate, HEPES and 10% fetal bovine serum (FBS, Euroclone). Cells were grown at 37 °C under a humidified atmosphere with 5% CO_2_ and selected on a semi regular basis with puromycin at a final concentration of 1 μg ml^−1^. For *Asi*SI-dependent DSB induction, cells were treated with 300 nM 4OHT (Sigma; H7904) for 4 h. Cells were treated with DMSO or ATMi (KU-60019; Sigma SML1416) at a final concentration of 10 μM, simultaneously with 4OHT treatment.

Dox-inducible I-SceI/DRGFP cells (TRI-DR-U2OS)^22^ (kind gift of Philipp Oberdoerffer) were cultured in DMEM medium with 10% FBS at 37 °C in the presence of 5% CO2. I-SceI expression was induced by adding 5 μg ml^−1^ Dox for 12 h.

NIH2/4 cells, a NIH3T3-derived cell line bearing the Lac-ISceI-Tet construct integrated in the genome^23^ were grown in DMEM (Lonza), supplemented with 10% FBS Tetracycline tested, 1% L-glutamine, 1% penicillin/streptomycin and hygromycin (400 μg ml^−1^).

Vectors expressing the restriction enzyme I-SceI (kind gift from E. Soutoglou), CRISPR-Cas9 sgRNA#8 (5′-ACACGGAGGAAAACGACAAG-3′) or CRISPR-Cas9 sgRNA#9 (5′-CAGACACGGAGGAAAACGAC-3′) targeting *c-Myc* gene (kind gift from B. Amati) or an empty vector control were transfected at the concentration of 2 μg in NIH2/4 cells by Lipofectamine 2000 (Life Technologies), according to the manufacturer’s protocol.

All cell lines used in this study were tested negative for mycoplasma contaminations.

### Immunofluorescence

Cells were grown on glass coverslips, washed twice with ice-cold PBS and treated with ice-cold permeabilization buffer (PBS with 0.4% Triton X-100) before fixation with 4% paraformaldehyde at room temperature (RT) for 10 min. After two washes in PBS, cells were incubated for 1 h in blocking solution (PBG, 0.5% BSA, 0.2% gelatin from cold water fish skin in PBS) and then stained with primary antibodies diluted in PBG overnight at 4 °C in a humidified chamber. Cells were washed 3 times for 5 min with PBG and incubated with secondary antibodies diluted in PBG for 1 h at RT in a dark humidified chamber. Cells were washed twice for 5 min with PBG, twice for 5 min with PBS and incubated with 4′-6-Diamidino-2-phenylindole (DAPI, 0.2 μg ml^−1^, Sigma-Aldrich) for 2 min at RT. Cells were briefly washed with PBS and water, and coverslips were then mounted with Aqua Poly/Mount (Polysciences) mounting medium and let dry overnight at room temperature. Images were acquired with widefield Olympus Biosystems Microscope BX71 and the analySIS or the MetaMorph software (Soft Imaging System GmbH). Comparative immunofluorescence analyses were performed in parallel with identical acquisition parameters. Number of foci per cell were analysed by the imaging software CellProfiler^30^.

### Antibodies

Anti-γH2AX (rabbit, Cell Signaling (20E3), 1:2000 for immunofluorescence).

Anti-gamma H2A.X (phospho S139) antibody (ABCAM, AB2893, 2 μg for ChIP).

Anti-RNAPII CTD repeat YSPTSPS (phospho S2) antibody (Rabbit, ABCAM, AB5095, 2 μg for ChIP).

Anti-RNAPII antibody, clone CTD4H8, (mouse, MILLIPORE, 05-623, 2 μg for ChIP).

### BLISS linker preparation

The single-strand oligonucleotides listed in Supplementary Table 3 were annealed in purified water, at a final concentration of 10 μM. The oligonucleotides mix was heated to 95 °C for 5 min. Tubes were removed from the heat source and slowly cooled to room temperature.

### BLISS

BLISS was performed on DIvA (*Asi*SI-ER-U20S) cells mock treated or induced with 4-OHT using one coverslip per condition (11 millimiters), containing ∼30.000 adherent cells. Briefly, 4 h after induction, cells were washed with PBS and fixed in 4% paraformaldehyde for 10 min at room temperature. After washing, cells were lysed and submitted to *in situ* DNA ends blunting (with Quick Blunting kit, NEB), followed by *in situ* DNA ends ligation with BLISS linker (Supplementary Table 3). After washing, genomic DNA was extracted and sonicated with Covaris S220 (10% duty factor, 175 W peak incident power, 200 Cycles/burst, 105s) to obtain a pool of 300 bp fragments. Afterwards, fragmented DNA was *in vitro* transcribed using MessageAmpII kit (Ambion) for 14 h at 37 °C. After RNA purification and ligation of the 3′-Illumina adapter, the RNA was reverse transcribed. The final step of library indexing and amplification was performed using the Illumina TruSeq Small RNA Library Prep Kit.

### Preparation of ChIP DNA libraries

For RNAPII ChIP-seq experiments, cells were crosslinked for 5.5 min at room temperature with Fixation Buffer (1% formaldehyde, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 50 mM HEPES pH 7.4). Crosslinking was quenched by addition of glycine (125 mM). Fixed cells were rinsed twice in 1 × PBS, collected by scraping and centrifuged at 1,840 × g for 5 min at 4 °C. Pellets were re-suspended in cold B1 Buffer (0.25% Triton X-100, 1 mM EDTA, 0.5 mM EGTA, 10 mM Tris pH 8; Proteases inhibitors (Roche); Microcystin (Enzo Life Sciences)) by mixing for 10 min on a rotating wheel at 4 °C and then centrifuged at 1,840 × g for 5 min at 4 °C. The same steps were repeated with cold Buffer B2 (200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 10 mM Tris pH 8; Proteases inhibitors (Roche); Microcystin (Enzo Life Sciences)). Finally, pellets were re-suspended in cold Buffer B3 (TE 1 × ; EGTA 0.5 mM) in a suitable volume. Pellets were sonicated using a Focused-Ultrasonicator Covaris (duty: 5.0, PIP: 140, cycles: 200, amplitude: 0, velocity: 0, dwell: 0, microTUBEs with AFA fibre). Sonicated chromatin was diluted in RIPA buffer (1% TritonX-100, 0.1% Na- Deoxycholate, 0.1% SDS, 64 mM NaCl, 10 mM Tris HCl pH 8.0) to give a concentration of ∼100 μg in 400 μl per ChIP. Samples were pre-cleared for 2 h, rotating at 4 °C, with 20 μl of magnetic beads (Dynabeads Protein G, LifeTechnologies) per ChIP. Samples were then incubated overnight rotating at 4 °C with specific antibodies (see Antibodies section for a complete list) or no antibody (mock). The bound material was recovered by 2 h incubation with 20 μl of magnetic beads per ChIP. Beads were then washed, rotating at 4 °C for 10 min, four times in RIPA buffer, once in LiCl buffer (250 mM LiCl, 0.5% NP-40, 0.5% Na Deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8) and finally in 1 × TE. ChIPed material was eluted by 15 min incubation at 65 °C with 150 μl Elution Buffer (1% SDS, 10 mM EDTA, 50 mM Tris HCl pH 8). Samples were reverse-crosslinked by incubation with proteinase K (Invitrogen) at 37 °C for 5 h and then at 65 °C overnight. DNA was cleaned up by QIAquick PCR purification column (Qiagen), according to the manufacturer’s instructions, and eluted in 30 μl of elution buffer.

For γH2AX ChIP-seq experiments, *in vivo* crosslinking, chromatin purification and immunoprecipitations were carried out as previously described^31^. Briefly, cells were crosslinked for 7 min at 37 °C with the Fixation Buffer and treated as above. Pellets were re-suspended in cold Buffer B3+SDS (TE 1 × , EGTA 0.5 mM, 0.1% SDS) in a suitable volume (20 × 10^6^ of starting cells in 1 ml). Samples were aliquoted in 0.5 ml Bioruptor Plus Microtubes (C30010013, Diagenode) for sonication with Bioruptor Plus (Diagenode). Sonication was performed with high power mode for 30 cycles (sonication cycle: 30 s ON, 30 s OFF) to obtain fragments of 200–500 bp. Sonicated chromatin was diluted in RIPA buffer and processed as above.

### RNA extraction and library preparation

For total RNA-seq and CAGE we used the *mir*Vana microRNA Isolation Kit (Ambion) according to the manufacturer’s instructions for the collection of total RNA. For total RNA-seq, before library preparation, 2.5–5 μg total RNA samples (longer than 200 bp) were treated to remove ribosomal RNAs by the Ribo-Zero Gold kit (Epicentre). The ribosomal RNA-removed samples were then used for paired-end RNA-seq library preparation by the ScriptSeq v2 RNA-Seq Kit (Epicentre), according to the manufacturer’s protocol. For total RNA-seq of DMSO- and ATMi-treated cells, total RNA was isolated using the RNeasy Kit (QIAGEN), according to the manufacturer’s instructions, and strand-specific library preparation was performed using Illumina TruSeq kit. CAGE libraries were prepared using 2.5–5 μg of total RNA material (longer than 200 bp) following the protocol developed by Carninci lab^32^. Briefly, the 5′-cap structure of RNA molecules was oxidized by NaIO_4_ and labelled by a long-arm biotin hydrazide, followed by enzymatic digestion, priming and first-strand complementary DNA synthesis reactions. The biotinylated cDNA products were captured by streptavidin coated magnetic beads, washed, recovered and were then ligated to barcoded linkers for second strand cDNA synthesis. The double-strand cDNA products were cleaved by EcoP15I enzyme to generate 27nt CAGE tags, which were then ligated to 3′-linker and PCR amplified to generate final libraries. For Bru-seq experiment, cells were incubated at different times after *Asi*SI induction in 2 mM Bru for 30 min and total RNA was isolated using TRIzol (Invitrogen), according to the manufacturer’s instructions, and strand-specific libraries were prepared with the Illumina TruSeq Kit.

### Quantitative RT–PCR analysis

Total RNA was isolated from cells using the *mir*Vana microRNA Isolation Kit (Ambion) or the RNeasy Kit (QIAGEN), according to the manufacturer’s instructions. A 10 μg quantity of total RNA was treated with DNase (Ambion) for 20 min to remove any potential residual genomic DNA contamination. One microgram of total RNA was reverse-transcribed with the Superscript III First Strand cDNA synthesis kit (Invitrogen) with random examers. Expression of genes near the *Asi*SI cut sites in induced (cut) and uninduced (uncut) cells was evaluated by qPCR using QuantiTect SYBR green reagent (Qiagen). Real-time qPCR reactions were performed on a Roche Lightcycler 480 II Sequence Detection System. For each reaction, 20 ng of cDNA were used and Ribosomal protein P0 or β-2-Microglobulin were used as a control gene for normalization.

TRI-DR-U2OS RNA was extracted by using the Maxwell RSC simplyRNA Kits, according to the manufacturer’s instructions. RNA was reverse transcribed with SuperScript VILO Reverse Transcriptase (Life Technologies). RT–qPCR was performed on a Roche LightCycler 480 machine using Roche SYBR. Primers GFP-FW and GFP-RV were used to detect the green fluorescent protein (GFP) start transcript and ribosomal protein P0 was used as normalizer.

NIH2/4 RNA was isolated 24 h later using Maxwell RSC simply RNA kit (Promega), according to the manufacturer’s instructions. cDNA was generated using the SuperScript VILO Reverse Transcriptase (Life Technologies). SYBR Green-based RT–qPCR experiments were performed on a Roche LightCycler 480 sequence detection system using Roche SYBR. Ribosomal protein P0 was used as housekeeper for normalization.

The list of primers used for qPCR analysis is reported in Supplementary Table 4.

### *Asi*SI *in silico* prediction

*In silico* digestion of the GRCh37/hg19 assembly was performed using the program Restrict from the EMBOSS package (http://emboss.sourceforge.net) to compute a map of *Asi*SI restriction sites (5′-GCGATCGC-3′) present on the human genome.

### BLISS sequencing and data analysis

Library quality and quantity was assessed on the 2100 Bioanalyzer (Agilent) using the High Sensitivity DNA kit (Agilent). Clusters were generated on the Illumina flow cell using the automatic cBot station and the TruSeq PE Cluster Kit v3-cBot-HS. Sequencing was carried out on Illumina HiSeq 2000 using the TruSeq SBS Kit v3-HS chemistry.

Paired-end sequencing reads from each sample were mapped to the human genome (GRCh37/hg19) using BWA^33^. At most, one mismatch per read was allowed and duplicated reads were removed using rmdup of SAMtools^34^. All reads uniquely mapping were scanned for the presence of the proximal linker barcode with *ad hoc* scripts written in bash and R languages. Finally, all reads within 100 bp of the *Asi*SI sites identified by BEDtools intersect^35^ were considered on target and retained for further analysis.

To rank the cutting efficiency at individual *Asi*SI sites, a four steps normalization procedure was applied:

- for each window of ±100 bp surrounding an *Asi*SI site, the fraction of bases that were overlapped by at least one paired-end read (covered fraction, cf) was calculated using BEDtools coverage^35^;
- the number of reads originating inside the ±100 bp window (read coverage, rc) covering each position was calculated using SAMtools mpileup^34^; 
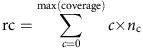
- a local normalization—ln—was applied for each *Asi*SI site, where the read coverage was normalized by the covered fraction. 

- For *Asi*SI each site, the ln counts were normalized by the median ln counts of all inspected sites to perform a global normalization—gn.

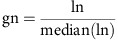

To identify the *Asi*SI sites that where cut upon *Asi*SI induction, we compared the cutting efficiency at individual *Asi*SI sites in induced and uninduced samples with a two step procedure:

- a quantile normalization-*qn*-was applied in order to make the two distributions identical in statistical properties. In this normalization, the highest entry in the induced distribution takes the value of the highest entry in the uninduced distribution and so on. *qn* counts were thus obtained for each site.
- For each site, the ratio and the log2ratio of induced and uninduced *qn* counts were finally calculated and used for the final ranking.

### Selection of an *Asi*SI site validated subset

To assess the performance of BLISS, a subset of *Asi*SI sites was selected according to their evidence of being detectably cut as reported in literature^7^,^19^,^20^. In particular, 15 *Asi*SI sites reported to be cut by ligation-mediated purification^36^ were used as positive controls for BLISS, whereas three additional *Asi*SI sites, reported not to be cut by the same technique, were used as negative controls (Supplementary Table 2).

According to ligation-mediated purification, a biotinylated linker with cohesive ends complementary to the *Asi*SI cut site is ligated to the cleaved sites. After strepdavidin purification of the labelled sequences, qPCR is performed to detect enrichment of specific sequences. This low-throughput technique is able to detect only clean-cut, not resected, *Asi*SI-induced DSBs, an ideal benchmark to test BLISS efficiency.

In particular, 15 *Asi*SI sites reported to be cut were used as positive controls and 3 additional *Asi*SI sites, reported not to be cut, were used as negative controls (Supplementary Table 2).

### ChIP-seq data analysis

For γH2AX ChIP-seq experiments, clusters were generated by ‘connecting’ γH2AX peaks (windows of 250 bp or multiples thereof in which γH2AX ChIP-seq signal is significantly—*z*-score>3—enriched over the background) if their distance is less than a ‘window size’ *n*. In other words, two adjacent γH2AX peaks A and B, whose midpoints are *m* nucleotides apart on the same chromosome, will be collapsed into a single cluster—covering peaks A, B and the distance in between—if *m* is smaller than or equal to *n*. The cluster may be further extended if there is another γH2AX peak C equal to or less than *n* nucleotides away from the midpoint of peaks A or B (and so on). If, for a given γH2AX peak C, the distance to its nearest neighbour peak is bigger than *n* (or if there were no other peak on that chromosome), the resulting cluster will be equivalent to C itself. Finally, we introduced a γH2AX rank score as an indicator of the likelihood of a given site to be in a cleaved state upon *Asi*SI induction.

For RNAPII ChIP-seq experiments, preliminary sequencing quality assessment was performed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The samples passing the literature quality standards were aligned on the human genome (GRCh37/hg19) using BWA^37^. To maintain the collinearity between the read signal and the protein occupancy on the genome, multiple-matching reads were eliminated using *ad hoc* SAMtools^34^ and UNIX shell integrated scripts. Visualization and integration of the aligned data set was obtained with ngs.plot^38^.

### Coverage profile plots

Coverage profile plots at TSSs or genebody regions were computed using the ngs.plot package, an R-based data mining and visualization tool for next generation sequencing data^38^. This tool is based on two steps of normalization; in the first step of length normalization regions of variable sizes are equalized. In the second step, the vectors are normalized against the corresponding library size to generate the so-called RPM values that allow two next generation sequencing samples to be compared regardless of differences in sequencing depth. Ngs.plot uses the exon coordinates for each transcript (annotation sources: Ensembl V75.0; hg19 (GRCh37); homo_sapiens) to concatenate the coverage vectors for exons in order to simulate RNA splicing *in silico*.

### RNA-seq data analysis

The reads for RNA-seq experiment were aligned to the GRCh37/hg19 assembly human reference genome using the STAR aligner^39^. For differential testing, we used the package DESeq2 (ref. 40), in particular we used the regularized-logarithm transformation that stabilizes the variance across the mean. For genes with high counts, the regularized-logarithm transformation will give similar result to the ordinary log2 transformation of normalized counts. For genes with lower counts, however, the values are shrunken towards the genes’ averages across all samples.

### Bru-seq data analysis

Bru-seq was performed and analysed as previously reported^24^. Briefly, reads were aligned to the human ribosomal DNA complete repeating unit (U13369.1) using Bowtie (v0.12.8) and the reads that remained unaligned were mapped to the human genome build hg19/GRCh37 TopHat (v1.4.1). Bru-seq data from induced samples were compared with uninduced samples and fold differences determined.

### CAGE data analysis

CAGE data were analysed with the CAGEr package^41^. Briefly, after bam file preprocessing and quality (mappingQ≥20) filtering, CAGE tags were normalized and TSSs distance-based clustering (20 bp distance) was performed. Then, aggregate tag clusters across all CAGE data sets were computed and finally promoters were grouped into expression classes by applying *k*-means unsupervised clustering algorithm.

### Data availability

The data sets generated during the current study are available in the GEO (Gene Expression Omnibus) repository, GSE97589.

## Additional information

**How to cite this article:** Iannelli, F. *et al*. A damaged genome’s transcriptional landscape through multilayered expression profiling around *in situ*-mapped DNA double-strand breaks. *Nat. Commun.* **8**, 15656 doi: 10.1038/ncomms15656 (2017).

**Publisher’s note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary figures, supplementary tables, supplementary note and supplementary references.

## Figures and Tables

**Figure 1:**
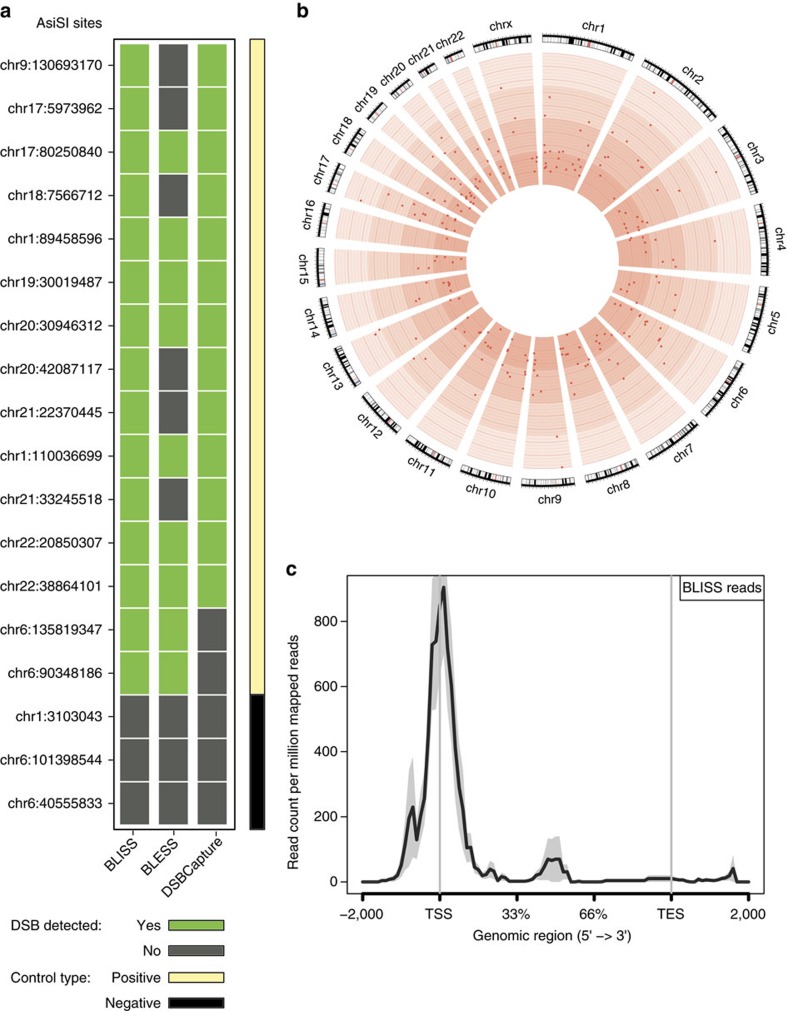
Characterization of *Asi*SI sites detected by BLISS. (**a**) BLISS^15^, BLESS^16^ and DSBCapture^18^—a DSB detection method based on BLESS—efficiency in detecting cut *Asi*SI sites calculated for a subset of *Asi*SI sites reported in the literature (see Supplementary Table 2 for references) to be cut upon 4OHT treatment of DIvA cells. (**b**) The circos plot (http://circos.ca/) shows for each chromosome the *Asi*SI sites detected by BLISS. Each dot represents an *Asi*SI site, whereas circles with different shades of red denote the read coverage density of BLISS reads in a±100 bp window of each of AsiSI site (min density=0, max density=0.85; bins of read density from inner to outer circle: 0–0.25, 0.25–0.50, 0.50–0.75, 0.75–1.00). (**c**) Coverage profile plot representing the read count per million mapped reads (RPM) of *Asi*SI sites detected by BLISS for each genebody region. TES, transcription end site; TSS, transcription start site. Bold lines represent mean value, whereas the semi-transparent shades around the mean curve represent the s.e.m. across the regions.

**Figure 2:**
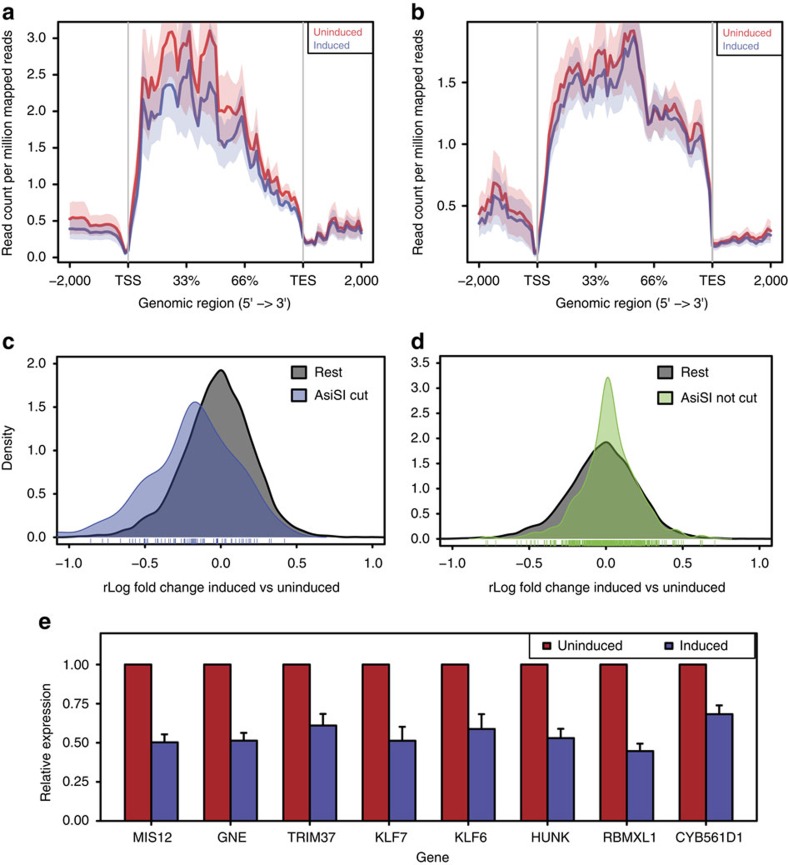
Induced cut sites lead to downregulation of pre-existing transcription. (**a**) Coverage profile plot representing the RPM of transcripts with *Asi*SI sites cut according to BLISS in induced (blue) and uninduced (red) samples for each genebody region: TES, transcription end site; TSS, transcription start site. Bold lines represent mean values, whereas semi-transparent shades around the mean curves represent the s.e.m. across the regions. (**b**) Coverage profile plot representing the RPM of transcripts with *Asi*SI sites uncut according to BLISS in induced (blue) and uninduced (red) samples for each genebody region. TES, transcription end site; TSS, transcription start site. (**c**) Distribution of the regularized-logarithm (rlog) fold change for genes with *Asi*SI sites cut according to BLISS and γH2AX ChIP-seq (blue) compared with the one of the rest of the genes (grey). Genes next to active *Asi*SI cut sites show significant shift towards downregulation (*P*<0.05, Wilcoxon test). (**d**) Distribution of the rlog fold change for genes with *Asi*SI sites uncut according to BLISS and γH2AX ChIP-seq (green) compared with the one of the rest of the genes (grey). Genes next to uncut *Asi*SI sites do not show significant shift towards downregulation (*P*=0.9996, Wilcoxon test). (**e**) qPCR validation of relative expression of eight randomly selected genes in induced (blue) versus uninduced (red) samples. Shown is the mean of biological replicates (*n*=3). Error bars show s.e.m. All reported differences where statistically significant (*P*<0.05; unpaired t test with Welch’s correction).

**Figure 3:**
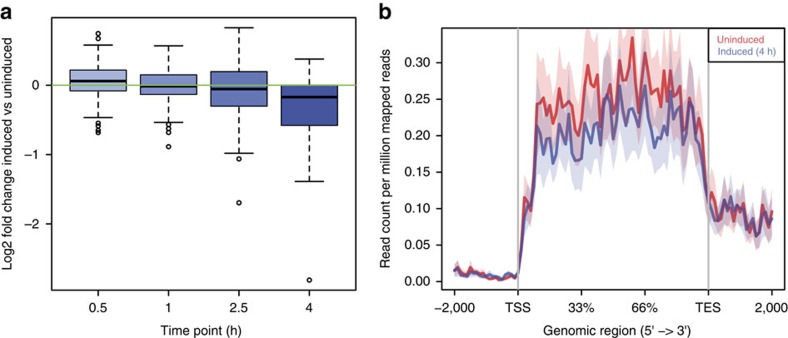
Bru-Seq data show downregulation at 4 h after DSB induction. (**a**) Boxplot representing log2 of the fold change of expression for genes (*n*=196) with cut *Asi*SI sites at different time points (30 min, 1, 2 and 4 h) after DSB induction. (**b**) Coverage profile plot representing the RPM of Bru-seq reads in induced (blue) and uninduced (red) samples for each genebody region. TES, transcription end site; TSS, transcription start site. Bold lines represent mean values, whereas semi-transparent shades around the mean curves represent the s.e.m. across the regions.

**Figure 4:**
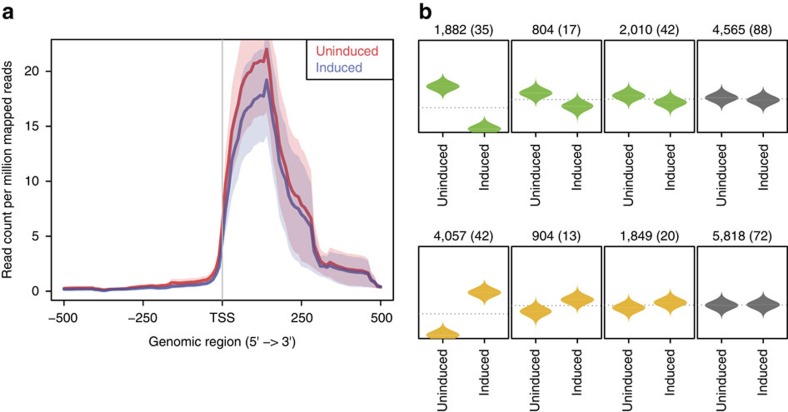
CAGE data show downregulation of TSS activity after the break. (**a**) Coverage profile plot representing the RPM of CAGE reads in induced (blue) and uninduced (red) samples at TSSs of genes (*n*=196) with cut *Asi*SI sites in a 500 bp window. TSS, transcription start site. Bold lines represent mean values, whereas semi-transparent shades around the mean curves represent the s.e.m. across the regions. (**b**) Promoter-centred expression profiling. Comparison of expression coverage profiles for TSS activities between uninduced and induced samples. Promoters are grouped into expression classes by applying *k*-means clustering. Each box represents one cluster with reported above the total number of promoters and in brackets the number of overlapping cut *Asi*SI sites. Individual beanplots show distribution of scaled normalized expression for uninduced and induced samples. Colour of the beanplots represents the different expression classes of TSS dynamics: downregulated TSSs in green; upregulated TSSs in yellow; nearly unchanged TSSs in grey. Individual CAGE experiments (uninduced or induced) are shown on *x* axis and scaled normalized expression on *y* axis.

**Figure 5:**
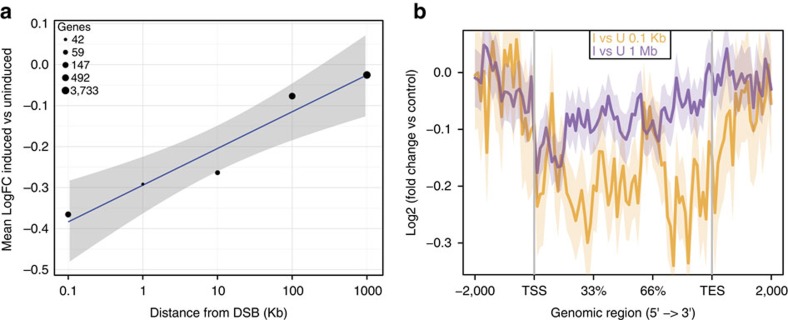
RNA-seq data show downregulation decreases upon increasing genomic distance. (**a**) Plot showing the mean log fold-change of expression in induced vs uninduced samples upon increasing genomic distance. Mean logarithm of the fold change was measured for each set of genes located at a certain distance from the break and normalized by the total number of sites checked. Distance from the DSB is reported in Kb on the *x* axis. The diameter of each circle represents the number of genes considered (as reported in figure legend). Blue line represents linear fit to the data and grey-shaded area the s.e. (**b**) Coverage profile plot representing the log fold change of RNA-seq reads in induced vs uninduced samples for genes located at 0–0.1 Kb from an *Asi*SI site (yellow) and 1 Mb from an *Asi*SI site (violet). TES, transcription end site; TSS, transcription start site. Bold lines represent mean values, whereas semi-transparent shades around the mean curves represent the s.e.m. across the regions.

**Figure 6:**
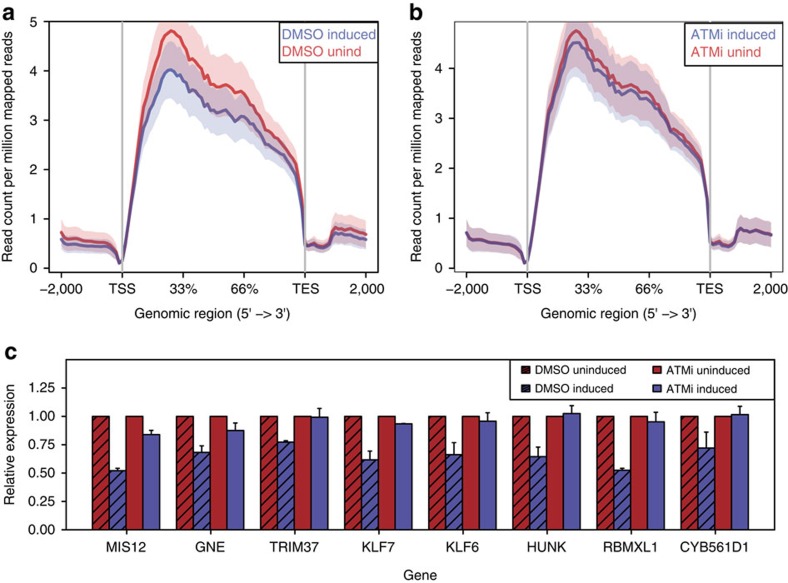
Transcription downregulation is ATM dependent. (**a**,**b**) Coverage profile plot representing the RPM of transcripts of genes with *Asi*SI sites cut according to BLISS in induced (blue) and uninduced (red) samples in DMSO (**a**) or ATMi (**b**) treated cells. TES, transcription end site; TSS, transcription start site. Bold lines represent mean values, whereas semi-transparent shades around the mean curves represent the s.e.m. across the regions. (**c**) qPCR validation of relative expression of eight randomly selected genes in induced (blue) versus uninduced (red) samples upon DMSO (bars with texture) or ATMi treatment. Shown is the mean of biological replicates (*n*=3). Error bars show s.e.m.

# Supplementary material for: A damaged genome’s transcriptional landscape through multilayered expression profiling around in situ-mapped DNA double-strand breaks
**Source:** Nat Commun. 2017 May 31;8:15656. doi: 10.1038/ncomms15656
**Supplement:** Supplementary Information — Supplementary figures, supplementary tables, supplementary note and supplementary references.

## **Supplementary Note 1**

### **Analysis of AsiSI sites not detected by BLISS**

We manually inspected the 26 sites detected only by  $\gamma$ H2AX ChIP-seq (Supplementary Figure 3a), for the presence of specific features that could indicate different detectability of these sites. First, we checked for the genic location of the AsiSI site (Supplementary Figure 3b), and we did not detect any distinct feature that could justify their different detectability.

We then evaluated the expression levels of genes in the absence of DSB, analyzing RNAseq levels in the uninduced sample in three subsets of genes: the ones next to the 74 sites detected by both BLISS and  $\gamma$ H2AX ChIP-seq, those next to the 26  $\gamma$ H2AX ChIP-seq only sites, and those next to the 140 BLISS only sites (Supplementary Figure 3a). We observed that sites detected by both BLISS and  $\gamma$ H2AX ChIP-seq were the ones next to genes with significantly higher levels of transcription, with respect to the genes bearing the sites detected only by  $\gamma$ H2AX ChIP-seq and only by BLISS (Supplementary Figure 3c). Since the presence of active transcription can be an indication of an open chromatin state that makes AsiSI sites particularly accessible to enzyme cleavage, the results indicate that AsiSI sites detected by both BLISS and  $\gamma$ H2AX approaches are the ones with DSBs induced with the highest frequency. Moreover, since only 4 out of 26 (15%, Supplementary Figure 3d)  $\gamma$ H2AX ChIP-seq specific sites were detected consistently by other approaches<sup>1-3</sup> while a significantly higher amount of sites detected by both BLISS and  $\gamma$ H2AX ChIP-seq were instead confirmed by other approaches<sup>1-3</sup> (56 out of 74, 76%,  $P=0.004742$ , Pearson's Chi-squared test, Supplementary Figure 3e), we believe that the majority of sites missed by BLISS might be poorly cut and thus borderline affected in different experiments.

**a**

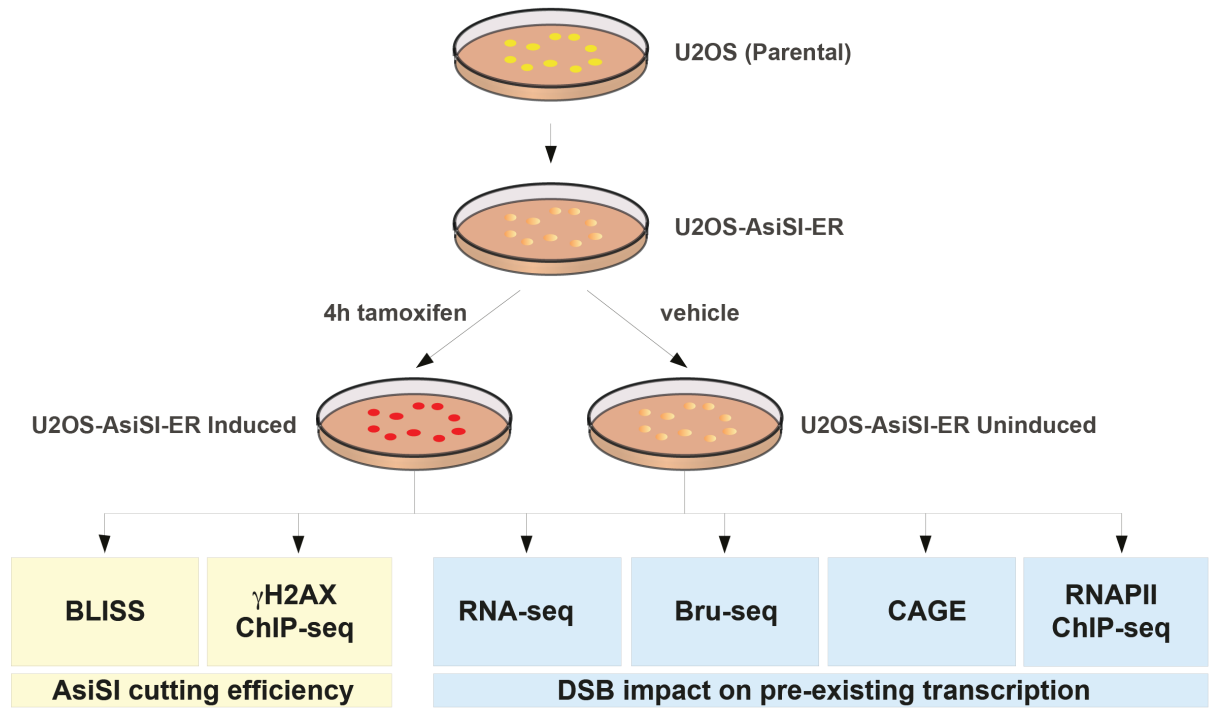

**b**

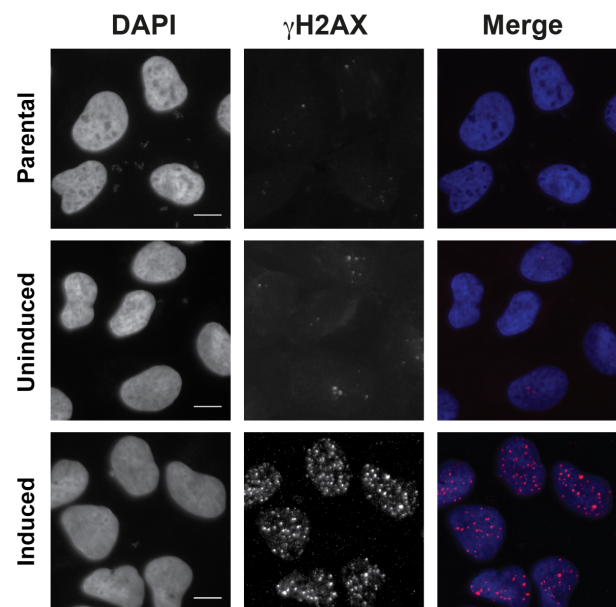

**c**

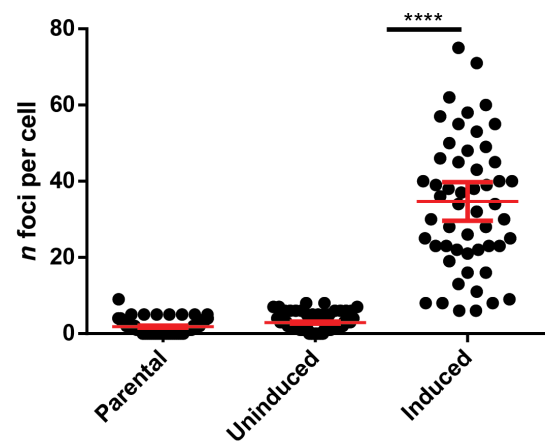

**Supplementary Figure 1.** (a) Scheme of the experimental approach used. See main text for description. (b,c) Representative images (b) and quantification analyses (c) of immunofluorescence for  $\gamma$ H2AX in DIvA (AsiSI-ER-U2OS) cells, induced with 4OHT for 4 hours, uninduced (mock treated) or parental (U2OS cells lacking the AsiSI-ER-U2OS construct); DNA was stained by DAPI. Scale bars: 10 $\mu$ m. DNA damage is induced by the translocation of *AsiSI* in the nucleus.

**a**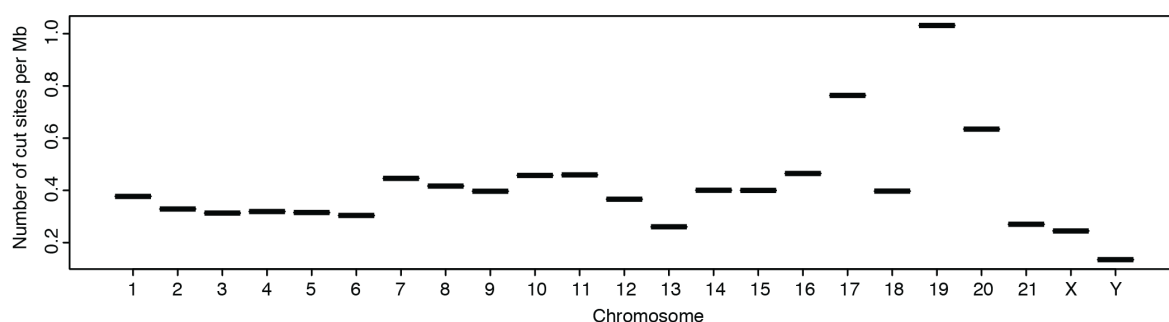**b**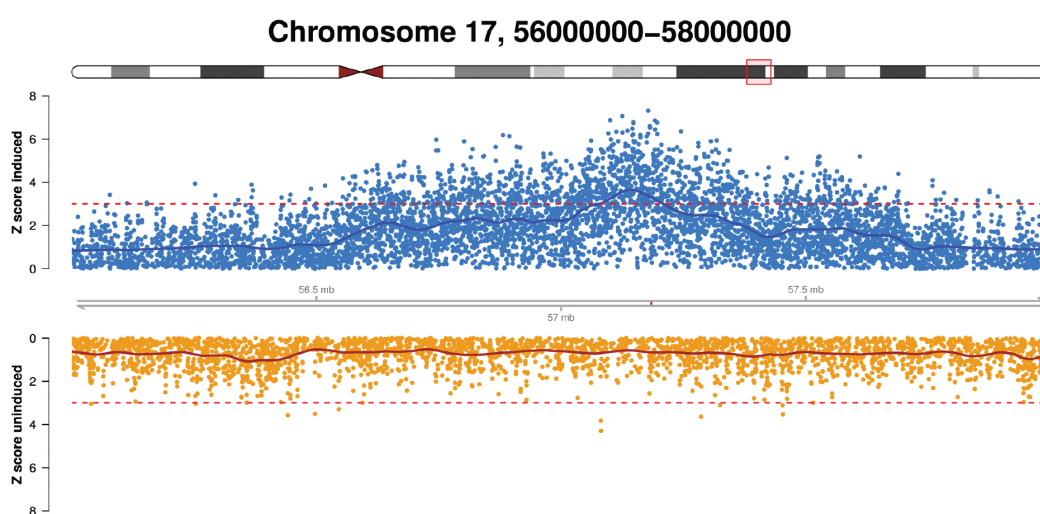

**Supplementary Figure 2.** (a) Number of predicted *AsiSI* sites upon *in silico* digestion of the GRCh37/hg19 human genome assembly. The number of sites has been normalized by the length of each chromosome. (b) Top-ranked *AsiSI*-induced cleavage site. The *AsiSI* recognition site with the highest  $\gamma$ H2AX rank score is depicted. The panel represents a 20-fold zoom out, centered on the ~100 Kb window across which individual z-scores were averaged to calculate the score. The LOESS curves represent average z-scores. Absence of dots indicates that no positive z-scores were calculated for the respective windows (no or negative enrichment over background).

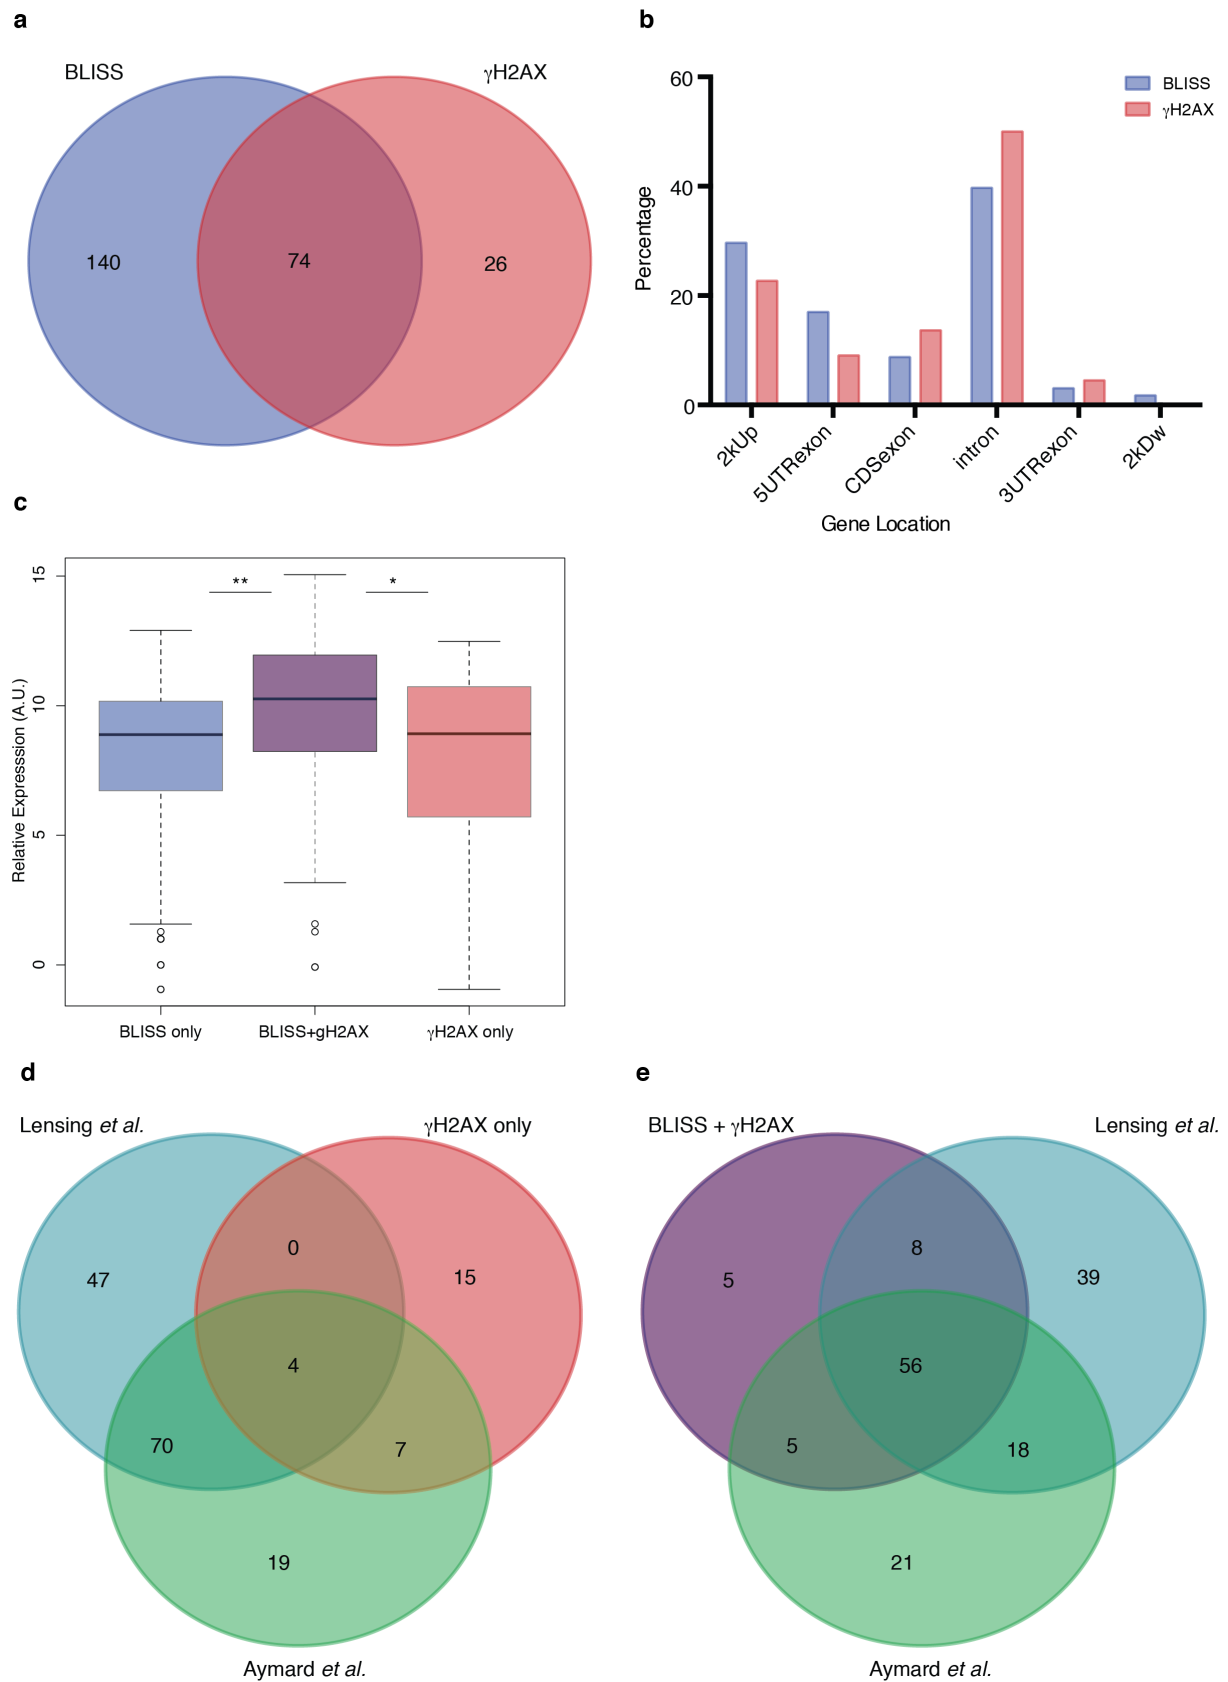

**Supplementary Figure 3. (a)** Venn diagram plot showing intersection of the 214 sites detected by BLISS (blue) and the 100 top sites detected according to  $\gamma$ H2AX ChIP-seq (red).

**(b)** Percentage of genic regions upstream of a TSS (up to 2 Kb, 2KUp), 5' UTR exons (5UTRexon), Coding Sequence Exons (CDSexon), 3' UTR exons (3UTRexon), and downstream of a TES (up to 2 Kb, 2KDw), having an AsiSI site detected by BLISS (blue), or detected only by  $\gamma$ H2AX ChIP-seq (red). **(c)** Boxplot representing the relative expression of transcripts in uninduced sample overlapping or adjacent ( $\pm$  2 Kb) to the 140 BLISS only sites (blue), to the 74 sites detected by both BLISS and  $\gamma$ H2AX ChIP-seq (purple), and to the 26  $\gamma$ H2AX ChIP-seq only sites (red). \* =  $P < 0.05$ , Wilcoxon test; \*\* =  $P < 0.01$ , Wilcoxon test. **(d)** Venn diagram plot showing intersection of the 26 sites detected by  $\gamma$ H2AX ChIP-seq and not by BLISS (red), by a previously published ChIP-seq experiment<sup>2</sup> (green) and by a recently published approach based on DSBCapture<sup>3</sup> (light blue). **(e)** Venn diagram plot showing intersection of the 74 sites detected by both BLISS and  $\gamma$ H2AX ChIP-seq (purple), by a previously published ChIP-seq experiment<sup>2</sup> (green) and by DSBCapture<sup>3</sup> (light blue).

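Each pair of a listed site and a protein-coding gene within 2 kb was placed relative to the gene's canonical transcript, which gave 209 pairs. The site was in an intron in 82 pairs (39.2%, 95% Wilson interval 32.9 to 46.0%) and upstream of the transcript's start in 71 (34.0%, 27.9 to 40.6%). It was in a 5′ UTR exon in 26 pairs (12.4%), in a coding exon in 23 (11.0%), downstream of the transcript's end in 5 (2.39%) and in a 3′ UTR exon in 2 (0.957%). The 705 pairs of unlisted predicted sites were more often intronic (438 pairs, 62.1%) and less often upstream (110 pairs, 15.6%) or in a 5′ UTR exon (16 pairs, 2.27%). Sites next to more than 1 gene enter more than once, so the pairs are not independent and were not tested.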

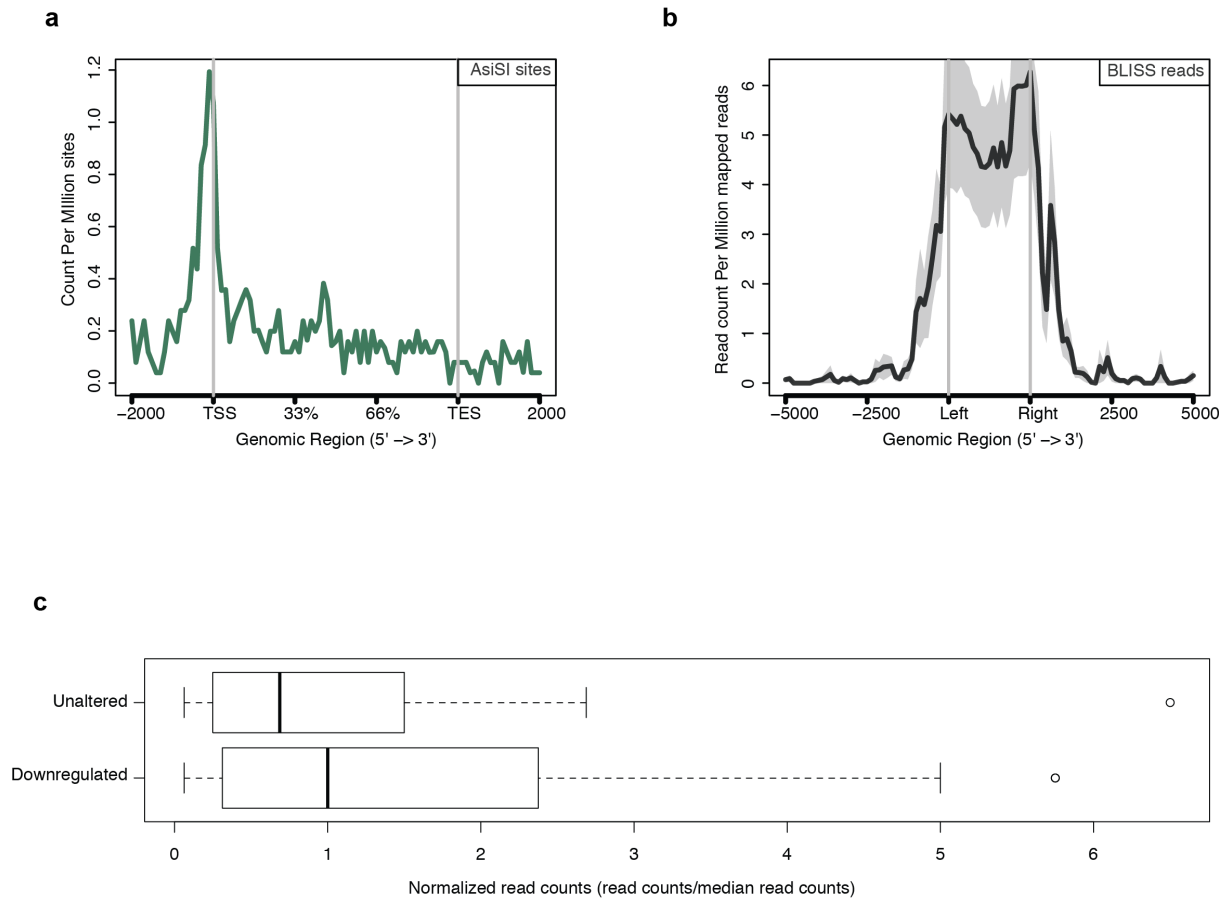

**Supplementary Figure 4.** (a) Coverage profile plot representing the *AsiSI* sites predicted upon *in silico* digestion of the GRCh37/hg19 human genome assembly. TSS = transcription start site, TES = transcription end site. (b) Coverage profile plot representing the reads per million mapped reads (RPM) of *AsiSI* sites detected by BLISS for each DNase I hypersensitive site (DHS) region. Left = left border of DHS site, Right = right border of DHS site. Bold lines represent mean value, while the semi-transparent shades around the mean curve represent the standard error of mean (SEM). (c) Boxplot representing BLISS normalized read counts (read counts/median read counts), for *AsiSI* sites located proximal to/in genes with no transcriptional alteration (Unaltered) and *AsiSI* sites proximal to/in genes showing transcription downregulation (Downregulated).

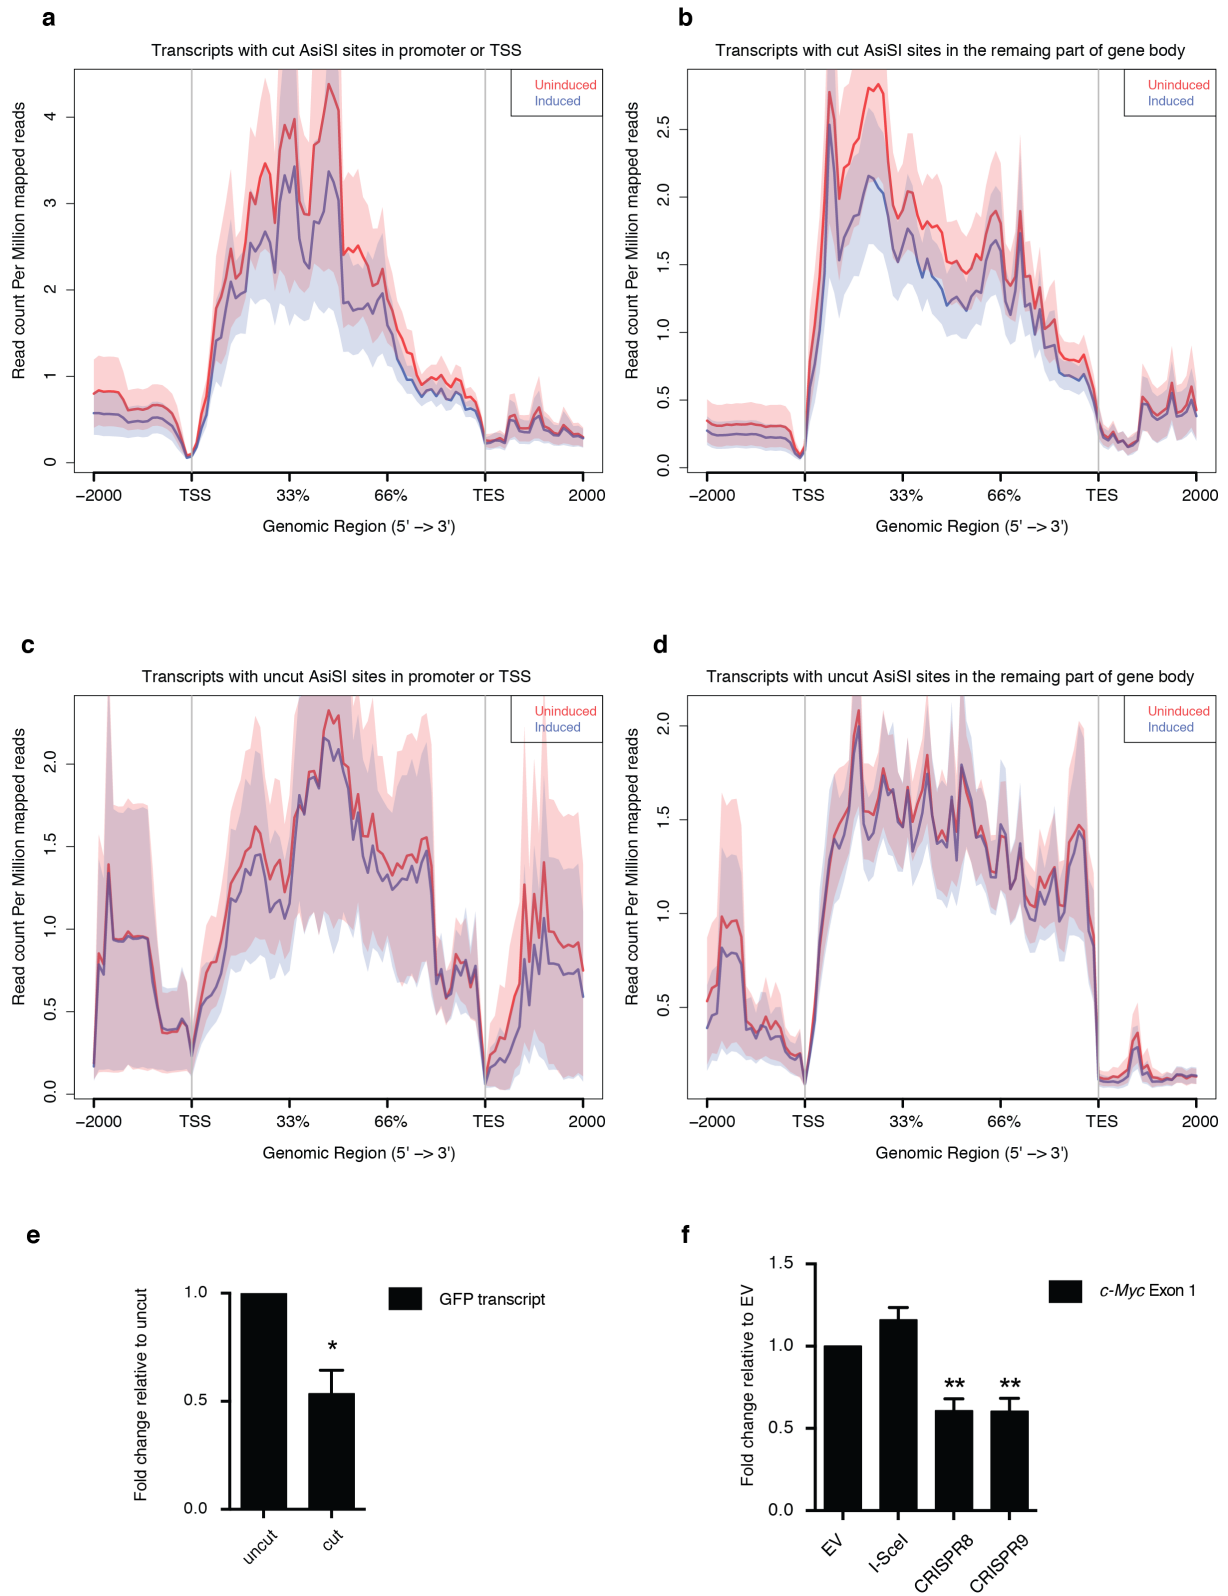

**Supplementary Figure 5.** (a) Coverage profile plot representing the RPM in induced (blue) and uninduced (red) samples of transcripts overlapping or adjacent ( $\pm 2$  Kb) to cut *Asi*SI sites located in the promoter region or in proximity to the TSS. TSS = transcription start site, TES

= transcription end site. Bold lines represent mean value, the semi-transparent shades around the mean curve represent the SEM. **(b)** Coverage profile plot representing the RPM in induced (blue) and uninduced (red) samples of transcripts overlapping or adjacent ( $\pm 2$  Kb) to cut *AsiSI* sites located in the remaining part of the gene body (*i.e.* introns, coding exons or 3' UTR exons). **(c)** Coverage profile plot representing the RPM in induced (blue) and uninduced (red) samples of transcripts overlapping or adjacent ( $\pm 2$  Kb) to uncut *AsiSI* sites located in the promoter region or in proximity to the TSS. **(d)** Coverage profile plot representing the RPM in induced (blue) and uninduced (red) samples of transcripts overlapping or adjacent ( $\pm 2$  Kb) to uncut *AsiSI* sites located in the remaining part of the gene body (*i.e.* introns, coding exons or 3' UTR exons). **(e)** Fold change measured by RT-qPCR of GFP transcript in a human reporter cell line (DR-GFP U2OS)<sup>4</sup> upon DSB generation via a doxycycline-inducible I-SceI endonuclease. The bar plot shows the relative levels of the indicated RNA sets upon cut. Uncut sample was used as reference. Error bars indicate SEM (n=3). **(f)** Fold change measured by RT-qPCR of *c-Myc* gene transcript in NIH2/4 cells (NIH3T3-derivative cell line)<sup>5</sup> upon DSB induced with a CRISPR-Cas9 approach (using two different RNA guides CRISPR8 and CRISPR9) or by I-SceI endonuclease within the Lac-I-SceI-Tet integrated construct (I-SceI). The bar plot shows the relative levels of the indicated RNA sets upon cut. Uncut sample (empty vector, EV) was used as reference. Error bars indicate SEM (n=3).

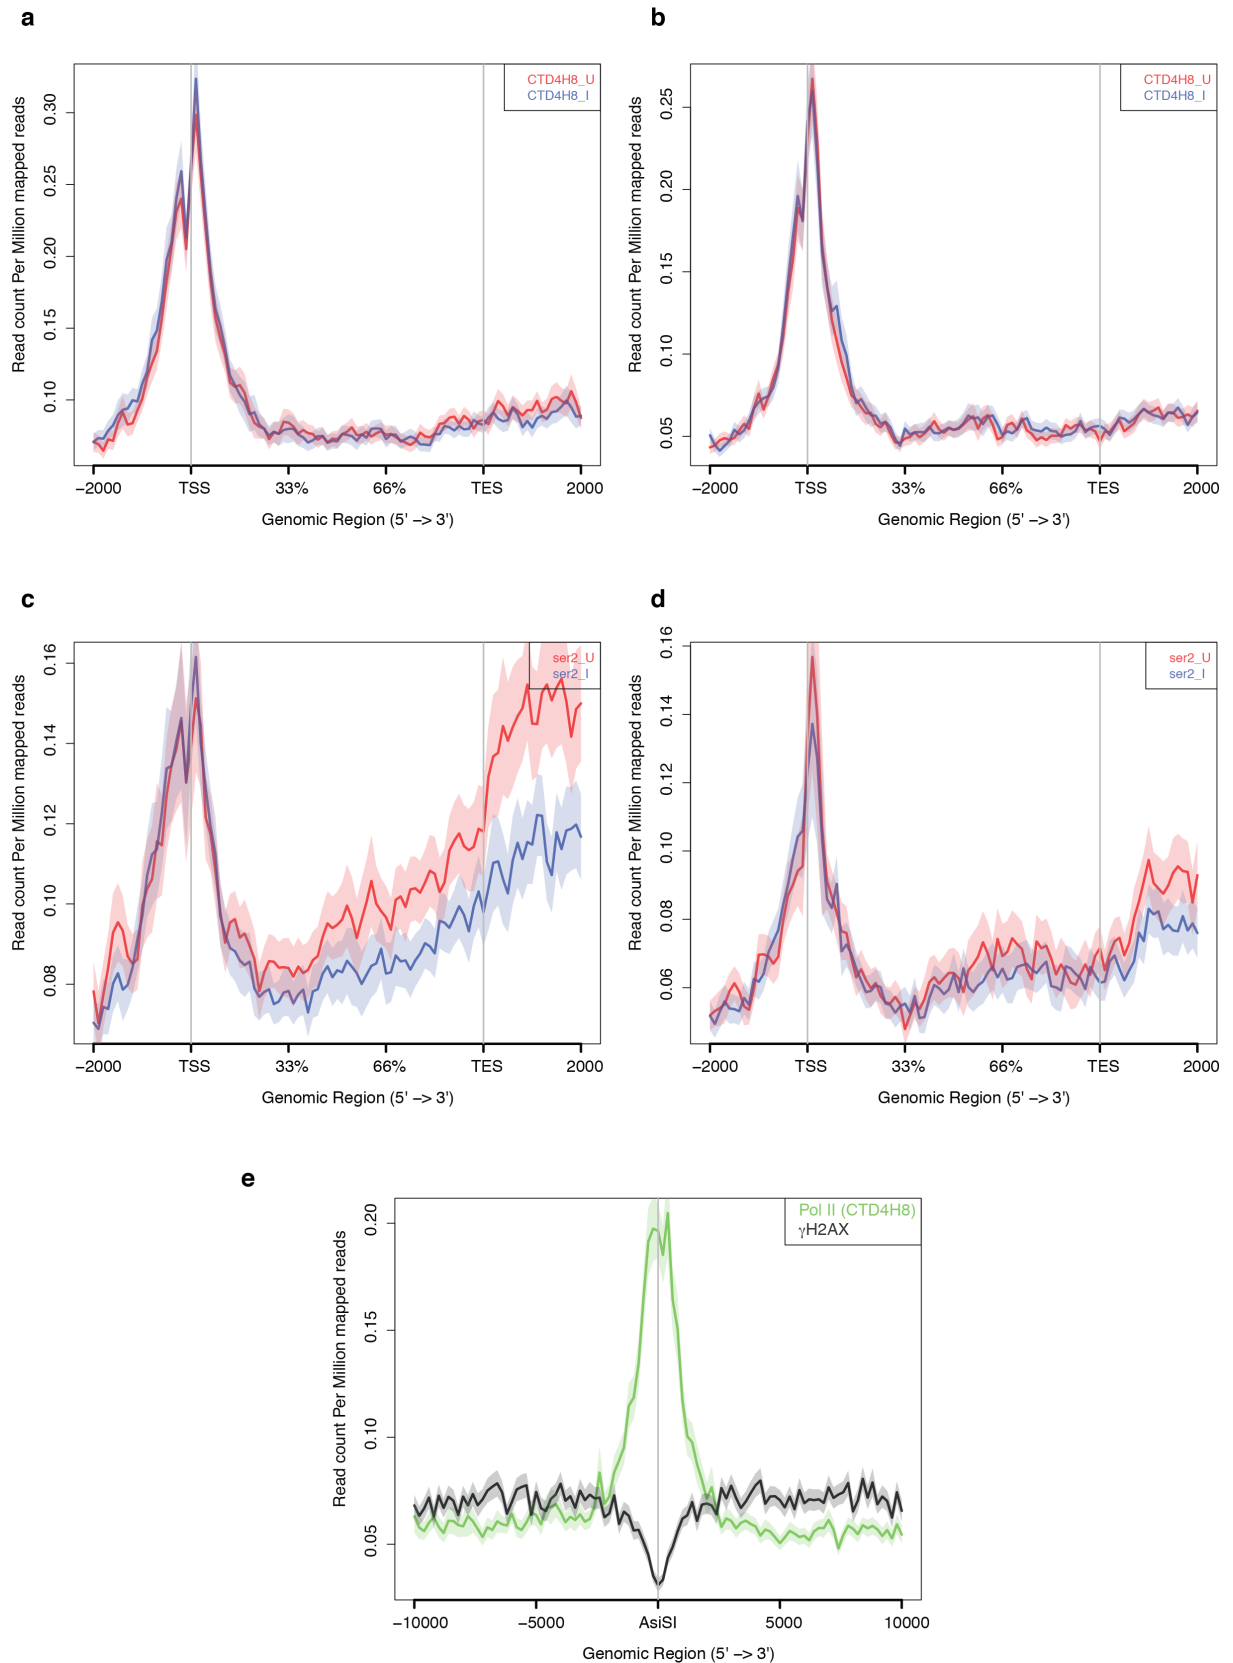

**Supplementary Figure 6.** (a,b) Coverage profile plot representing the RPM in induced (blue) and uninduced (red) samples of ChIP-seq reads for total RNAPII in genes overlapping or adjacent ( $\pm 2$  Kb) to cut (a) and uncut (b) *AsiSI* sites, the semi-transparent shades around

the mean curve represent the SEM. **(c,d)** Coverage profile plot representing the RPM in induced (blue) and uninduced (red) samples of ChIP-seq reads for elongating RNAPII in genes overlapping or adjacent ( $\pm 2$  Kb)) to cut **(c)** and uncut **(d)** *AsiSI* sites. **(e)** Coverage profile plot representing the RPM for total RNAPII ChIP-seq (green) and  $\gamma$ H2AX ChIP-seq (black) in induced samples in a 10 Kb window surrounding *AsiSI* sites.

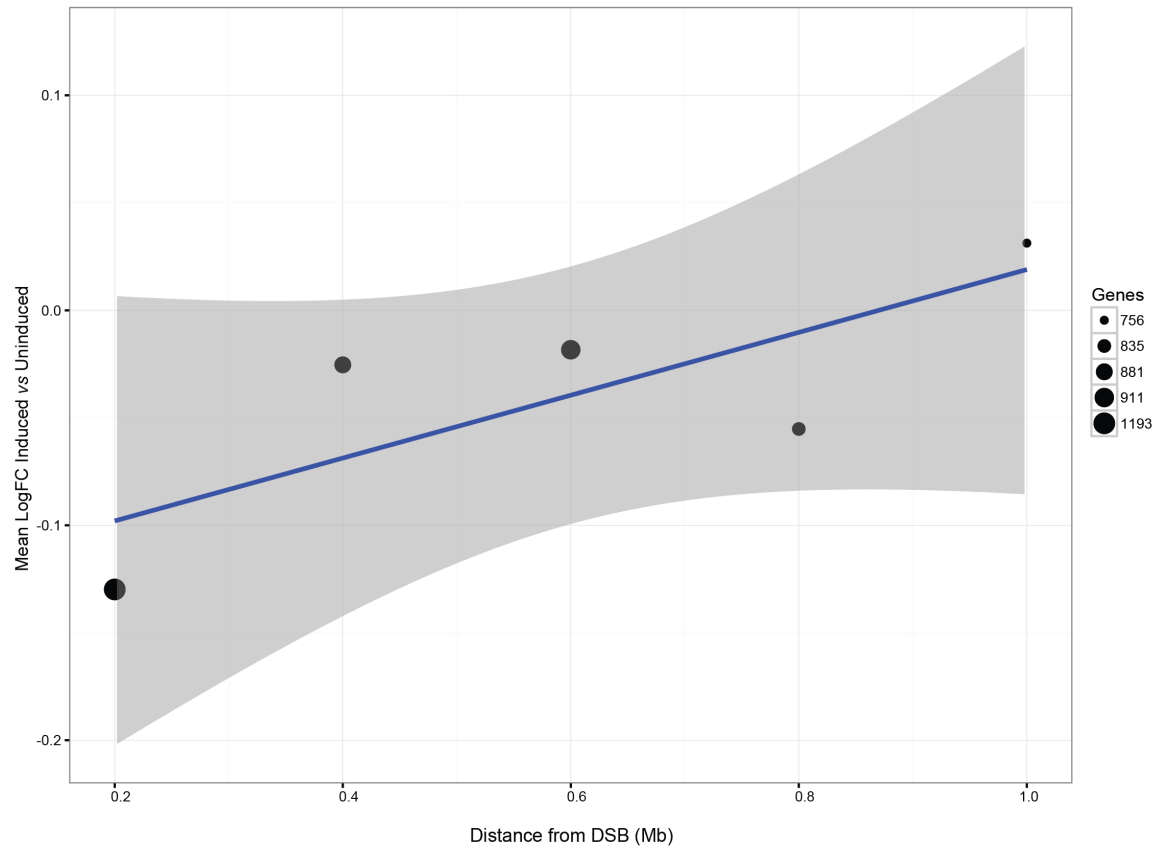

**Supplementary Figure 7.** Plot showing the mean log fold-change of expression in induced vs uninduced samples upon increasing genomic distance. Mean logarithm of the fold change was measured for each set of genes located at a certain distance from the break and normalized by the total number of sites checked. Distance from the DSB is reported in Mb on the x-axis. The diameter of each circle represents the number of genes considered (as reported in figure legend). Blue line represents linear fit to the data and grey-shaded area the standard error.

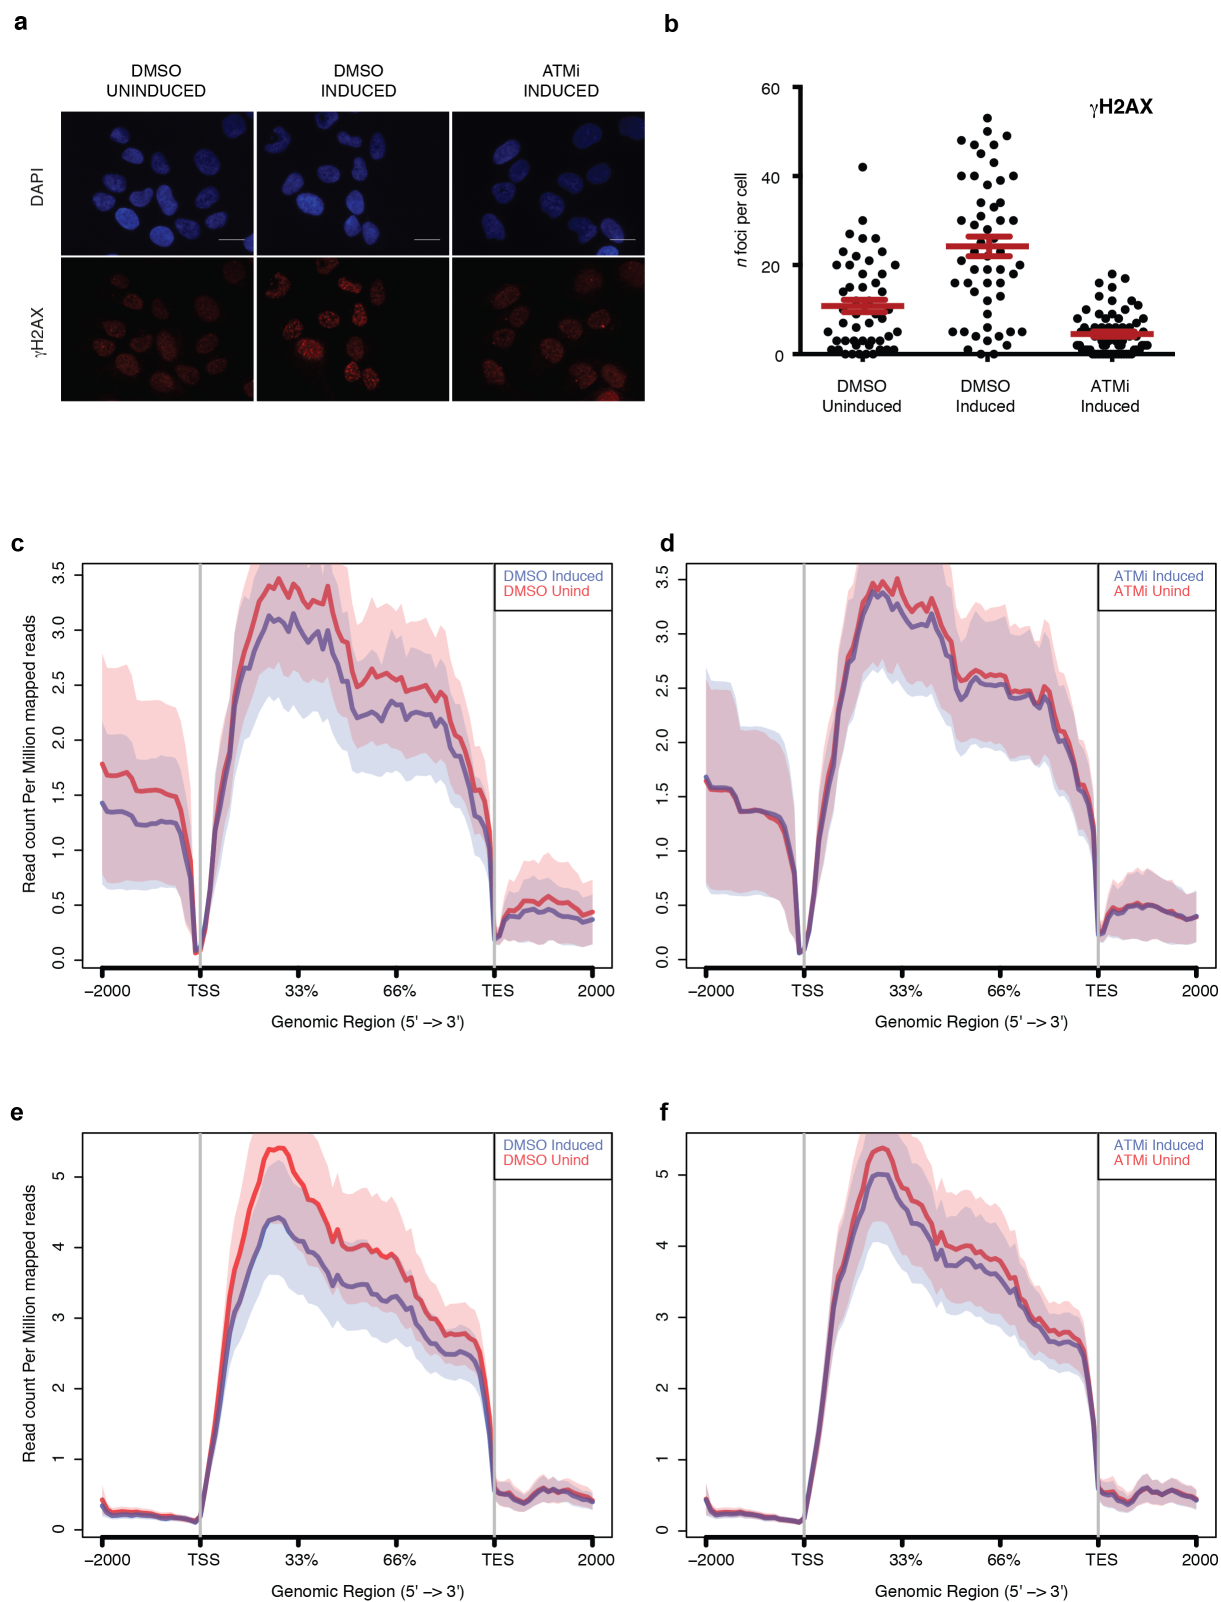

**Supplementary Figure 8.** (a,b) Representative images (a) and quantification analyses (b) of immunofluorescence for  $\gamma$ H2AX following 4OHT treatment (induced) or mock treatment

(uninduced) in control DMSO- and ATMi-treated DlvA cells. Cells were either induced with 4OHT for 4 hours or uninduced (mock treated) and ATMi or DMSO treated; DNA was stained by DAPI. Scale bars: 20µm. DNA damage is induced by the translocation of *AsiSI* in the nucleus. **(c,d)** Coverage profile plot representing the RPM in induced (blue) and uninduced (red) samples of transcripts having cut *AsiSI* sites located upstream of their gene body in DMSO **(c)** or ATMi **(d)** treated cells: TSS = transcription start site, TES = transcription end site. Bold lines represent mean value, the semi-transparent shades around the mean curve represent the SEM. **(e,f)** Coverage profile plot representing the RPM in induced (blue) and uninduced (red) samples of transcripts having cut *AsiSI* sites located within their gene body in DMSO **(e)** or ATMi **(f)** treated cells: TSS = transcription start site, TES = transcription end site. Bold lines represent mean value, while the semi-transparent shades around the mean curve represent the SEM.

| <b><i>AsiSI</i> sites</b>  | <b><i>In silico</i></b> | <b>BLISS</b> | <b>Gold set</b> |
|----------------------------|-------------------------|--------------|-----------------|
| <b>Total sites</b>         | 1219                    | 214          | 74              |
| <b>Sites next to genes</b> | 780                     | 178          | 65              |
| <b>Genes next to sites</b> | 780                     | 196          | 75              |

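The counts of Supplementary Table 1 depend on the annotation and on whether sites or genes are counted. With protein-coding genes of GENCODE release 44, the 179 listed sites next to genes were next to 204 different genes. Of these sites 28 were next to more than 1 gene, and 3 genes were next to more than 1 listed site. All predicted sites together were next to 844 different genes. The predicted sites that were not listed were next to 652 genes, and 12 of these genes were also next to a listed site. γH2AX data, and so the gold set, were not analysed here.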

**Supplementary Table 1.** Statistics for *AsiSI* sites according to *in silico* prediction, detected as cut by BLISS or detected as cut by both  $\gamma$ H2AX and BLISS (Gold set). Sites next to genes = *AsiSI* sites that were within or adjacent ( $\pm$  2Kb) to gene bodies. Genes next to sites = genes overlapping or located in proximity ( $\pm$  2 Kb) to cut *AsiSI* sites.

| <b>Control type</b> | <b>Coordinates (hg19)</b> | <b>Reference</b> | <b>BLISS</b> |
|---------------------|---------------------------|------------------|--------------|
| Positive            | chr9:130693170            | 2                | YES          |
| Positive            | chr17:5973962             | 2                | YES          |
| Positive            | chr17:80250840            | 2                | YES          |
| Positive            | chr18:7566712             | 2                | YES          |
| Positive            | chr1:89458596             | 1                | YES          |
| Positive            | chr19:30019487            | 2                | YES          |
| Positive            | chr20:30946312            | 2                | YES          |
| Positive            | chr20:42087117            | 2                | YES          |
| Positive            | chr21:22370445            | 1                | YES          |
| Positive            | chr1:110036699            | 6                | YES          |
| Positive            | chr21:33245518            | 2                | YES          |
| Positive            | chr22:20850307            | 1                | YES          |
| Positive            | chr22:38864101            | 2                | YES          |
| Positive            | chr6:135819347            | 1                | YES          |
| Positive            | chr6:90348186             | 2                | YES          |
| Negative            | chr1:3103043              | 1                | NO           |
| Negative            | chr6:101398544            | 1                | NO           |
| Negative            | chr6:40555833             | 1                | NO           |

**Supplementary Table 2. BLISS validation based on *AsiSI* sites validated in literature.**

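The control positions fall in the following places of GRCh37, relative to protein-coding genes. Of the 15 positive control sites, 12 were within 2 kb of a TSS. The site on chromosome 22 from 38864101 to 38864108 is in a 5′ UTR exon of KDELR3, 18 bp from its TSS, within the sequence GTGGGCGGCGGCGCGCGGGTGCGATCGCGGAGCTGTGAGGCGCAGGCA. The site on chromosome 20 from 30946312 to 30946319 is in a 5′ UTR exon of ASXL1, and the site on the same chromosome from 42087117 to 42087124 is in a coding exon of SRSF6. The sites on chromosome 9 at 130693170, chromosome 18 at 7566712, chromosome 21 at 22370445, chromosome 22 at 20850307 and chromosome 6 at 135819347 lie upstream of the canonical transcripts of PIP5KL1, PTPRM, NCAM2, MED15 and AHI1. The sites on chromosome 1 at 89458596 and 110036699 lie at the starts of KYAT3 and CYB561D1, and the site on chromosome 21 at 33245518 is in the 5′ UTR of HUNK. The site on chromosome 6 at 90348186 is in an intron of LYRM2, 275 bp from its TSS. The sites farther than 2 kb from the gene's 5′ end were on chromosome 17 at 5973962, in a 5′ UTR exon of WSCD1, on chromosome 19 at 30019487, in an intron of VSTM2B, and on chromosome 17 at 80250840, with no protein-coding gene within 2 kb. Among the negative controls, the site on chromosome 1 from 3103043 to 3103050 is in an intron of PRDM16, 117311 bp from its TSS, within the sequence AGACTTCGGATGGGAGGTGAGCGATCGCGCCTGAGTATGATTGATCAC. The site on chromosome 6 at 40555833 is 730 bp from the TSS of LRFN2, upstream of it, and the site on chromosome 6 at 101398544 has no protein-coding gene within 2 kb. The ratio of observed to expected CpG dinucleotides in the 500 bp on each side ranged from 0.565 to 0.990 at the positive and from 0.252 to 0.775 at the negative control sites.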

List of *AsiSI* sites validated in literature to be cut (used as Positive controls) or not cut (used as Negative controls). The efficiency of BLISS method to detect a site as cut or not cut is reported for each *AsiSI* site.

| <b>Description</b>                                           | <b>Sequence 5'-3'</b>                                                             |
|--------------------------------------------------------------|-----------------------------------------------------------------------------------|
| Forward linker<br>for <i>in situ</i><br>ligation in<br>BLISS | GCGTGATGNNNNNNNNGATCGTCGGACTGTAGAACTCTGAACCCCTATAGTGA<br>GTCGTATTACCGGCCTCAATCGAA |
| Reverse linker<br>for <i>in situ</i><br>ligation in<br>BLISS | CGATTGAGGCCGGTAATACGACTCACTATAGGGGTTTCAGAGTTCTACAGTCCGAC<br>GATCNNNNNNNNCATCACGC  |

**Supplementary Table 3. Linkers for *in situ* ligation in BLISS.** Sequences of the linkers used for BLISS experiments. BLISS linkers have been annealed to form a dsDNA oligo that can be ligated to free DNA ends.

| Gene            | Primer Orientation | Sequence                 |
|-----------------|--------------------|--------------------------|
| <i>MIS12</i>    | FW                 | GAGAGAAGATGAGGCGGTAGA    |
| <i>MIS12</i>    | REV                | GCCAATGTCCTCAATTTGCT     |
| <i>GNE</i>      | FW                 | TTGTTACACTTATCACAGGCACAG |
| <i>GNE</i>      | REV                | GAGCTTCCGTGGATCAATTC     |
| <i>RBMXL1</i>   | FW                 | TCAGGACTAGTTCGCAGCAG     |
| <i>RBMXL1</i>   | REV                | TCGAGGTGGACCTCCATAAC     |
| <i>KLF6</i>     | FW                 | AAAGCTCCCACTTGAAAGCA     |
| <i>KLF6</i>     | REV                | CCTTCCCATGAGCATCTGTAA    |
| <i>KLF7</i>     | FW                 | GGTGCAAAGCCCTTCAAAT      |
| <i>KLF7</i>     | REV                | CTTCATGGAGGGCAAGAT       |
| <i>TRIM37</i>   | FW                 | CAGCTGCCCCTGAAGAAG       |
| <i>TRIM37</i>   | REV                | CGCCCACACTGGTATGCT       |
| <i>HUNK</i>     | FW                 | CCTACGCTGCACCTGAACT      |
| <i>HUNK</i>     | REV                | CATGGCATACATGTTCCACACCT  |
| <i>CYB561D1</i> | FW                 | TTTGGGCTTCACCATCTTTC     |
| <i>CYB561D1</i> | REV                | CCATCAGGGGACCTGTTTT      |
| <i>RPLP0</i>    | FW                 | TTCATTGTGGGAGCAGAC       |
| <i>RPLP0</i>    | REV                | CAGCAGTTTCTCCAGAGC       |
| <i>B2M</i>      | FW                 | TTCTGGCCTGGAGGCTATC      |
| <i>B2M</i>      | REV                | TCAGGAAATTTGACTTTCCATTC  |
| <i>GFP</i>      | FW                 | GAGCAAGGGCGAGGAGCTGT     |
| <i>GFP</i>      | RV                 | ACGCTGAACTTGTGGCCGTTT    |
| <i>c-Myc</i>    | FW                 | TTATATTCCGGGGGTCTGC      |
| <i>c-Myc</i>    | RV                 | GGAGCTGAGTGAGGCGAGT      |

**Supplementary Table 4. Primer sequences (5'-3' orientation) for real-time quantitative PCR.** Sequences of the primers used for qPCR experiments for tested genes and housekeeper genes used for normalization (*RPLP0* and *B2M*).

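The 8 tested genes differ in where the listed AsiSI site lies, and 1 listed site was found within 2 kb of each. In MIS12 (ENSG00000167842.16, chromosome 17 from 5389605 to 5394134, plus strand) the site from 5390220 to 5390227 is in an intron, 615 bp downstream of the gene's 5′ end. In KLF6 (ENSG00000067082.15, chromosome 10 from 3818188 to 3827473, minus strand) the site from 3826315 to 3826322 is in an intron, 1151 bp from the 5′ end. In HUNK (ENSG00000142149.9, chromosome 21 from 33245333 to 33416946, plus strand) it is in a 5′ UTR exon, 185 bp from the 5′ end. The site at TRIM37 (ENSG00000108395.14, chromosome 17 from 57059999 to 57184282, minus strand) starts at 57184296, 14 bp outside the gene body, within the sequence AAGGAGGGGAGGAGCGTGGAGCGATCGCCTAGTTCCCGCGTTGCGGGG. In GNE (ENSG00000159921.20, chromosome 9 from 36214438 to 36277039, minus strand) the site at 36258513 is 18519 bp inside the gene body but 75 bp upstream of the start of the canonical transcript. Likewise the site in KLF7 (ENSG00000118263.16, chromosome 2 from 207938861 to 208038580, minus strand) at 208030727 is 7846 bp inside the gene body and 62 bp upstream of the canonical transcript. In RBMXL1 (ENSG00000213516.10, chromosome 1 from 89445139 to 89458643, minus strand) the site at 89458596 is 40 bp inside the gene body. This site is 291 bp upstream of the canonical transcript and also near the TSS of KYAT3. In CYB561D1 (ENSG00000174151.15, chromosome 1 from 110036674 to 110045554, plus strand) the site at 110036699 is 25 bp inside the gene body and 17 bp upstream of the canonical transcript. Other genes within 2 kb of a site were DERL2 at MIS12, CLTA at GNE and ATXN7L2 at CYB561D1. RT–qPCR values were not analysed here.

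**Figure D3:**
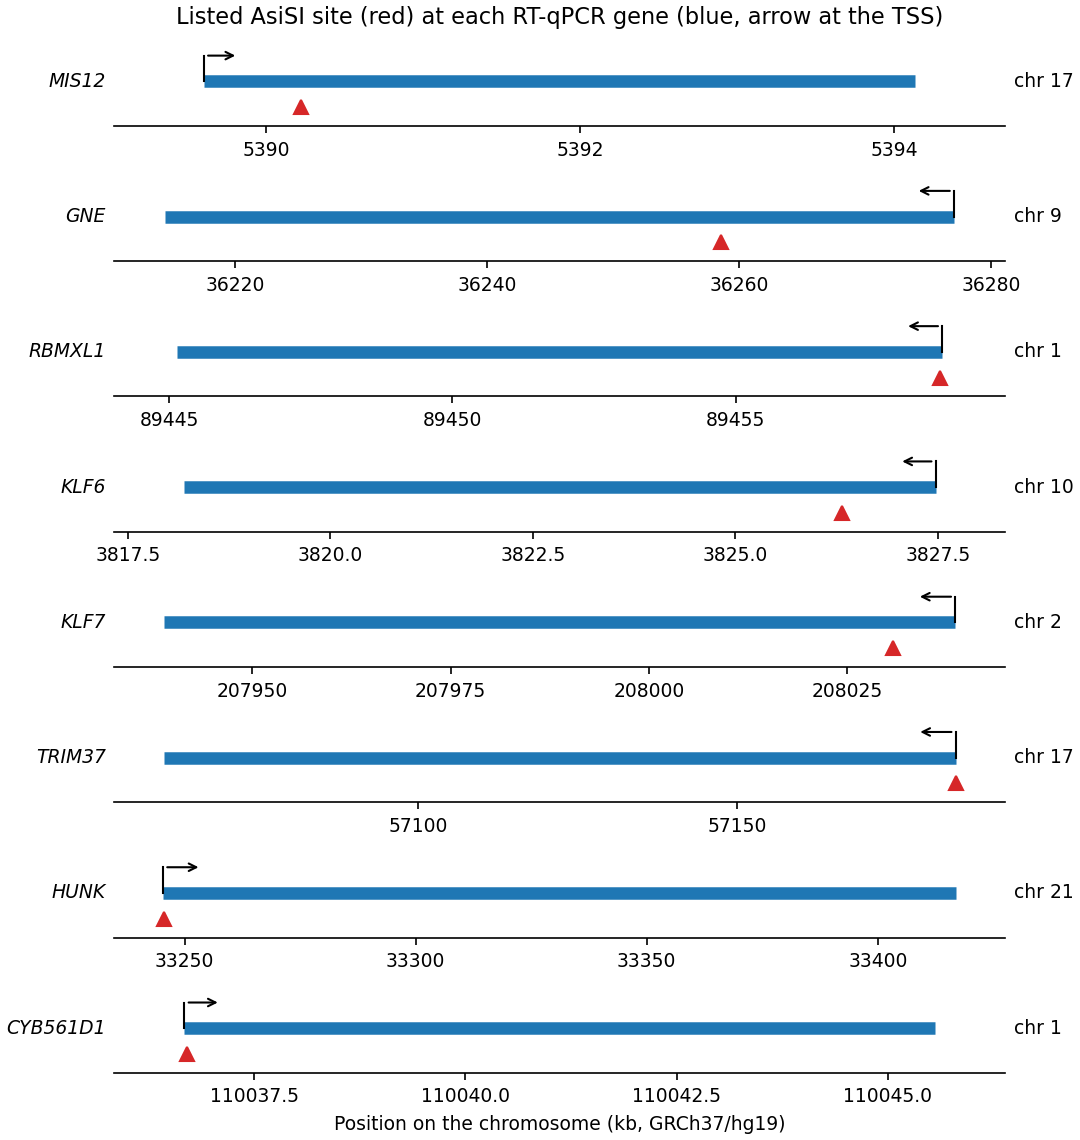
Position of the listed AsiSI site (red triangle) at each of the 8 genes tested by RT–qPCR (blue bar, arrow at the gene's 5′ end pointing in the direction of transcription), with the position on the chromosome in kb on the x axis of each row, each gene at its own scale. The sites of GNE and KLF7 lie 18519 and 7846 bp inside the gene body, and the others lie within 1151 bp of the 5′ end.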

## Supplementary References

1. Iacovoni, J.S. *et al.* High-resolution profiling of gammaH2AX around DNA double strand breaks in the mammalian genome. *EMBO J.* **29**, 1446-57. doi: 10.1038/emboj.2010.38. Epub 2010 Apr 1. (2010).
2. Aymard, F. *et al.* Transcriptionally active chromatin recruits homologous recombination at DNA double-strand breaks. *Nat Struct Mol Biol.* **21**, 366-74. doi: 10.1038/nsmb.2796. Epub 2014 Mar 23. (2014).
3. Lensing, S.V. *et al.* DSBCapture: in situ capture and sequencing of DNA breaks. *Nat Methods.* **13**, 855-7. doi: 10.1038/nmeth.3960. Epub 2016 Aug 15. (2016).
4. Khurana, S. *et al.* A macrohistone variant links dynamic chromatin compaction to BRCA1-dependent genome maintenance. *Cell Rep.* **8**, 1049-62. doi: 10.1016/j.celrep.2014.07.024. Epub 2014 Aug 14. (2014).
5. Soutoglou, E. *et al.* Positional stability of single double-strand breaks in mammalian cells. *Nat Cell Biol.* **9**, 675-82. Epub 2007 May 7. (2007).
6. Zhou, Y., Caron, P., Legube, G. & Paull, T.T. Quantitation of DNA double-strand break resection intermediates in human cells. *Nucleic Acids Res.* **42**, e19. doi: 10.1093/nar/gkt1309. Epub 2013 Dec 19. (2014).

How the deposited data were processed for this re-analysis (not part of the article)

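The data analysed here are the list of AsiSI sites that BLISS detected in DIvA cells, from 1 library of cells induced with 300 nM 4OHT for 4 h and 1 library of uninduced cells. The series holds 25 samples, of which these 2 are BLISS libraries. The other 23 belong to RNA-seq, Bru-seq, CAGE and ChIP-seq, which were not analysed here.

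The authors mapped paired-end BLISS reads to GRCh37/hg19 with BWA, allowing at most 1 mismatch, removed duplicates with SAMtools, and kept uniquely mapped reads with the linker barcode. They counted reads within 100 bp of each AsiSI site predicted in silico, normalized the counts in several steps and ranked the sites by the ratio of induced to uninduced cells. The deposited list gives only the position and a name for each of 214 sites, so its values are genome coordinates and not measurements. It carries no count, ratio, p-value or score, and the depth of the libraries is unknown from it. The requirement for uniquely mapped reads and the in silico map both limit which sites could enter the list. The start in the list is the 1-based position of the first base of GCGATCGC, and the end is the start plus 8. Taking the start as 0-based would shift every site by 1 bp and miss the recognition sequence.

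From there, GCGATCGC was searched for in GRCh37, which gave 1216 predicted sites on chromosomes 1 to 22, X and Y. For each predicted site, the GC content and the ratio of observed to expected CpG dinucleotides were computed over 500 bp on each side (and 100 bp as a check), and each 31-mer that starts at the cut and runs outwards was counted in the genome to mark sites with unique sequence on both sides. Genes were taken from GENCODE release 44 lifted to GRCh37, whereas the paper names Ensembl 75. A TSS is the 5′ end of a protein-coding gene unless stated otherwise, and a site is next to a gene when it lies within the gene body or no more than 2 kb from it.

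Listed and unlisted sites were compared with Fisher's exact test, shares against a fixed share with the binomial test, and counts per chromosome and the spacing of sites with Monte Carlo tests of 100000 draws. Differences of means were tested by permutation. Intervals are 95% Wilson intervals and cover counting error only. Sites are not replicates of the experiment, and with 1 library per condition no spread between experiments can be given.

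The test functions were tested on simulated lists. For the test against chromosome length, counts per chromosome were drawn in proportion to length, and for the other tests sites were drawn from the 1211 predicted sites of chromosomes 1 to 22 and X. Without any effect, 7 of 100 lists had p under 0.05 in the test against predicted sites, 6 of 100 in the test against chromosome length, 2 of 40 in the spacing test and 7 of 100 in the permutation of means. With a simulated odds ratio of 10 near TSSs, all 100 lists had p under 0.05 and the median estimate was 10.3. With chromosome 19 drawn at 4 times its share of the length, 89 of 100 lists did.

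The rule for the genes and sites to be named covers the 8 genes tested by RT–qPCR, the 18 control sites with the gene at each, the chromosomes with the highest and lowest density of listed sites and the 5 closest pairs of neighbouring listed sites. This rule, the tests of the 6 main comparisons and most of their alternatives were set before the data were examined. The other chromosomes singled out in the comparisons per chromosome, the 3 sites in the pseudoautosomal part of chromosome X and all tests of CpG ratio, unique sequence, chromosome 16, chromosome Y and the order of the list were added after the data had been examined. The alternatives were other distance limits, all genes in place of protein-coding genes, 1 site kept of each group less than 10 kb apart, and the omission of chromosome X or 19. The alternatives with unique 31-mers, the start of the canonical transcript, draws matched on TSS proximity and the omission of chromosome 16 were chosen after seeing the data. So was the use of the starts of all transcripts of the annotation in place of TSSs, in the tests of CpG ratio, unique sequence and chromosome 16.

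The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9.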

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

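Among the 6 comparisons fixed before the data were examined, only the departure of the sites per chromosome from chromosome length changed its side of 0.05 under an alternative. The tests of CpG ratio, unique sequence and chromosome 16 are not part of this set, and each gave a p above 0.05 in some subset of sites, as given with those patterns. Its chi-square statistic was 47.7 (p = 0.00157) over chromosomes 1 to 22 and X, 45.4 (p = 0.00178) over chromosomes 1 to 22 and 40.7 (p = 0.00926) with 1 site kept of each group less than 10 kb apart. Without chromosome 19 it was 29.9 (Monte Carlo permutation test, p = 0.0922). That alternative removes the chromosome with the largest excess, so part of the change follows from its construction, and the rest of the cause was not tested.

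The comparison with the predicted sites per chromosome stayed above 0.05 in all 4 alternatives, with p from 0.452 over chromosomes 1 to 22 to 0.882 without chromosome 16. The share of listed sites next to genes stayed above that of predicted sites in all 4 alternatives, with the largest p, 0.00632, within the gene body. The odds ratio of listed against unlisted sites near a TSS ranged from 7.50 (within 5 kb) to 14.3 (within 500 bp) over 5 alternatives, with 10.6 in the setting fixed beforehand. With the start of the canonical transcript it was 12.9, and among sites with unique 31-mers on both sides of the cut 8.61. The spacing of listed sites did not depart from random draws in any of 4 alternatives, with p from 0.231 to 0.567. The control sites gave 15 of 15 and 0 of 3 in both alternatives. The alternatives with unique 31-mers, the canonical transcript, matched draws and without chromosome 16 were chosen after seeing the data.

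No paired analysis was possible because the list compares 1 induced with 1 uninduced BLISS library and gives no value per sample. The list holds no depth, so how far a deeper library would change it is unknown. With 3 negative controls, a listing rate of up to 56.1% among such sites stays within the 95% Wilson interval.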

Differences from the paper's values

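The binomial p for the enrichment of listed sites next to genes was 3.62e-08 here, whereas the paper states a smaller bound. The counts here were 179 of 214 listed and 811 of 1216 predicted sites, and the paper's counts are 178 of 214 and 780 of 1219. None of the alternatives set before the data were examined gave a p as small as the paper's: p was 0.00632 within the gene body, 1.75e-07 within 5 kb and 4.1e-07 with all genes of the annotation. The same test on the paper's own counts gave 8.07e-10 two-sided and 4.71e-10 one-sided.

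Of the 209 pairs of a listed site and a gene, 0.957% had the site in a 3′ UTR exon (2 pairs), against about 3% in Supplementary Fig. 3b, read by eye. None of the alternatives set before the data were examined concerns the place within the transcript.

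Chromosome Y carried 0.0842 predicted sites per Mb here, against about 0.13 in Supplementary Fig. 2a, read by eye. None of the alternatives set before the data were examined concerns chromosome Y. Chromosome 22, for which that figure shows no value, had 0.838 predicted sites per Mb here.

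The paper states that the detected sites are equally distributed along the genome. Relative to chromosome length the counts departed from an even distribution here (chi-square statistic 47.7, Monte Carlo p = 0.00157), and relative to the predicted sites they did not (p = 0.516). Without chromosome 19, an alternative set before the data were examined, the departure from length was not past 0.05 (Monte Carlo permutation test, p = 0.0922).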

Other observations

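The tests of unique sequence, of chromosome Y and of the order of the list were chosen only after the result was seen. The tests of chromosome 16 and of CpG dinucleotides were fixed before their results, after the patterns themselves had been seen, except that the tests with the starts of all transcripts were added after the results with TSSs. The design compares induced with uninduced cells only through the list itself, so no biological explanation was tested for any of these patterns.

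Listed sites lay in sequence richer in CpG dinucleotides than the other predicted sites. The ratio of observed to expected CpG in the 500 bp on each side was 0.673 ± 0.230 (SD, n = 214 sites) at listed and 0.421 ± 0.222 (SD, n = 1002) at unlisted sites, a difference of 0.251 (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give). Among sites farther than 2 kb from a TSS a difference of 0.121 remained (86 listed and 879 unlisted sites, permutation p = 2e-05), but these sites can still lie at other transcript starts. Farther than 2 kb from every transcript start of the annotation, no higher ratio was seen at listed sites (40 listed and 700 unlisted sites, difference -0.0331, permutation p = 0.272). Within 2 kb of a transcript start the difference was 0.206, and 0.142 within 3 bins of distance to it (permutation p = 1e-05), but annotated starts are not all promoters in use. TSS proximity therefore stays open as the explanation. GC content alone does not account for the difference. Within 10 bins of GC content the difference was 0.0917 (permutation p = 1e-05), and within 40 bins 0.0914. Within 10 bins of GC content and TSS proximity together it was 0.0538 (permutation p = 7e-05), and with 4 bins of distance to a transcript start in place of TSS proximity 0.0840 (permutation p = 1e-05). The paper proposes that the GC-rich recognition sequence is more abundant near TSSs because promoters hold more CpG dinucleotides, which concerns where the sequence occurs. Here sites that all have the sequence are compared. The surrounding CpG content may mark sites that the enzyme can reach or cut, for example through DNA methylation or open chromatin, but neither was measured in the data used here, and this stays a hypothesis.

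Predicted sites off the list more often lay in repeated sequence. Of the listed sites, 188 of 214 (87.9%) had a unique 31-mer on both sides of the cut, against 594 of 1002 unlisted sites (59.3%, odds ratio 4.97, Fisher's exact test, p = 3.53e-17). The odds ratio was 3.27 (Fisher's exact test, p = 0.00587) within 2 kb of a TSS and 2.96 (p = 2.94e-05 in the same exact test) farther from one. Farther than 2 kb from every transcript start it was 1.87 and not past 0.05 (27 of 40 listed and 368 of 700 unlisted sites, Fisher's exact test, p = 0.0738), so TSS proximity stays open as an explanation. The authors kept uniquely mapped reads, which could remove sites in repeats. If that were the cause, sites with a unique 31-mer on 1 side should be listed more often than sites with none. Far from TSSs they were not, with 10 of 248 listed (4.03%) against 8 of 156 (5.13%, odds ratio 0.777, Fisher's exact test, two-sided, p = 0.626), and 12.1% of the sites unique on both sides were listed. Within 2 kb of a TSS the share was higher with 1 unique side, 6 of 17 (35.3%) against 2 of 13 (15.4%, odds ratio 3.00, Fisher's exact test, p = 0.407), the direction that mapping predicts. Over all sites the shares were 6.04% with 1 unique side, 5.92% with none and 24.0% with both. These counts are too few to exclude a small difference, and 31-mers do not measure where the authors' paired reads could be placed, so the mapping of reads stays open.

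Chromosome 16 had 1 listed site among 42 predicted ones, against 7.42 expected. The site, chosen for mention after its value was seen, starts at 71929336, 97 bp from the TSS of ZNF821. Repeated sequence does not account for the shortfall, since 1 of 28 sites with unique 31-mers on both sides was listed against 6.74 expected (exact hypergeometric test, one-sided, p = 0.00394). A logistic model of TSS and gene proximity, CpG ratio, GC content and unique sequence, fitted to the other chromosomes, expected 6.54 listed sites on chromosome 16 and gave 1 or fewer a probability of 0.00233. With proximity to every transcript start added to the model, 6.84 were expected and the probability was 0.00149. Within 2 kb of a TSS, however, the shortfall was not past 0.05, with 1 of 5 sites listed against 2.55 expected (exact hypergeometric test, one-sided, p = 0.173). With only 5 sites, a shortfall near TSSs is neither shown nor excluded. Farther from TSSs, 0 of 37 sites were listed against 3.31 expected (p = 0.0289 in the same exact test). Chance among 23 chromosomes stays open, because a share of 0.0631 of random draws gave some chromosome as improbable a count. The copy number of chromosome 16 in these cells was not analysed here.

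The paper counts 1,219 predicted sites on the reference chromosomes, 3 more than the 1216 found here. The pseudoautosomal part of chromosome Y consists of undetermined bases in the copy of GRCh37 used here, and the matching part of chromosome X holds 3 predicted sites. Pseudoautosomal sequence masked on chromosome Y is a candidate explanation for both the total and the lower density on chromosome Y, as the number 3 could have come out differently. The paper's average of 0.5 predicted sites per Mb, against 0.393 here, is a separate difference, which 3 sites are too few to explain. Leaving out undetermined bases gave 0.425, and averaging the densities of the chromosomes gave 0.429. Neither reached 0.5, and the cause stays unknown.

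The list does not say whether its order is the rank by read enrichment that the paper describes. If it is, known cut sites could be expected early in it. The 15 positive control sites had a median line of 75 of 214, against 107 in random sets (permutation test, one-sided, p = 0.107), which leaves the order open. In the same family of 3 tests, the sites of the 8 RT–qPCR genes had a median line of 45 (one-sided permutation p = 0.0203, Benjamini-Hochberg adjusted p = 0.0304). Across the 214 sites, which are not independent replicates, the line correlated with the CpG ratio at a Spearman's rho of -0.173 (permutation p = 0.0117, adjusted p = 0.0304), with higher CpG ratios earlier in the list. Whether the order follows enrichment or another property cannot be told apart, because the list gives no value per site.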
